# Ginsenoside Rh2 mitigates doxorubicin‐induced cardiotoxicity by inhibiting apoptotic and inflammatory damage and weakening pathological remodelling in breast cancer‐bearing mice

**DOI:** 10.1111/cpr.13246

**Published:** 2022-05-09

**Authors:** Jingang Hou, Yeejin Yun, Changhao Cui, Sunchang Kim

## Abstract

**Objectives:**

There are presently a few viable ways to reduce cardiotoxicity of doxorubicin (Dox). The combination of chemotherapy agents with natural compounds delivers greater efficacy and reduces adverse effects in recent researches for cancer treatment. Here, we examined the potential effect of ginsenoside Rh2 on a Dox‐based regimen in chemotherapy treatment.

**Materials and Methods:**

Human breast tumour (MDA‐MB‐231) xenograft nude mice, human cardiac ventricle fibroblasts, and human umbilical vein endothelial cells (HUVEC) were employed in the present study. Histology, immunohistochemistry, immunofluorescence, western blot, antibody array, and RNA‐sequencing analyses were utilized to assess the protective effect of Rh2 on cardiotoxicity induced by Dox and the underlying mechanisms.

**Results:**

Rh2‐reduced cardiotoxicity by inhibiting the cardiac histopathological changes, apoptosis and necrosis, and consequent inflammation. Pathological remodelling was attenuated by reducing fibroblast to myofibroblast transition (FMT) and endothelial–mesenchymal transition (EndMT) in hearts. RNA‐sequencing analysis showed that Dox treatment predominantly targets cell cycle and attachment of microtubules and boosted tumour necrosis, chemokine and interferon‐gamma production, response to cytokine and chemokine, and T cell activation, whereas Rh2 regulated these effects. Intriguingly, Rh2 also attenuated fibrosis via promoting senescence in myofibroblasts and reversing established myofibroblast differentiation in EndMT.

**Conclusions:**

Rh2 regulates multiple pathways in the Dox‐provoked heart, proposing a potential candidate for cancer supplement and therapy‐associated cardiotoxicity.

## 1 INTRODUCTION

In the United States, approximately 1,898,160 cancer cases are diagnosed each year. Of these, over 280,000 are breast cancers accounting for 30% of female cancers, with estimated deaths accounting for 15% in all‐female incident deaths.^1^ Thus, a large portion of the population is impacted by the disease, making it a critical public health issue. Consequently, it has attracted numerous research interests. The options of treatment regimens for breast cancer depend on various criteria, namely the stage and subtype of cancer, oestrogen and hormone receptor status (positive or negative), and the overall health condition (other diseases or cancer). Given this existing complexity, it's challenging to propose a universally approved treatment. The right choice of therapy should take into account the benefits over risks. Currently, main therapeutic drugs approved by Food and Drug Administration (FDA) to treat or prevent breast cancers include Tamoxifen Citrate, Abemaciclib, Atezolizumab, Cyclophosphamide, Docetaxel, Doxorubicin Hydrochloride, Epirubicin Hydrochloride, 5‐Fluorouracil, Gemcitabine Hydrochloride, Lapatinib Ditosylate, Methotrexate, Ribociclib, Tucatinib, etc.^2^, ^3^, ^4^ Anthracyclines such as doxorubicin are a class of most principle chemotherapeutic agents among those mentioned above, which is widely used as adjuvant therapy for the initial treatment of breast cancer and the treatment of incurable metastasis and occurrence of relapses in patients with breast cancer.^5^ However, doxorubicin provokes copious irreversible cardiotoxic side effects, which even increases the risk of heart failure.^6^ The multitudinous doxorubicin cardiotoxicity gives rise to the major challenge for developing systemic treatment regimens. Although the molecular and genetic mechanism of doxorubicin‐induced cardiotoxicity is not completely understood, the presence of several vended studies is believed to the production of free radicals in both normal and malignant cells,^7^ direct damage to mitochondria induced by reactive oxygen species (ROS),^8^ downregulation of uncoupling proteins,^9^ depleted cardiac stem cells^10^ and impaired DNA synthesis.^11^ Collectively, these actions greatly hinge the clinical usage of doxorubicin.

Considering the multiple and interacted molecular pathways in cancer, there is a big possibility that tumours are simultaneously sensitive to different drugs. This makes it achievable to study the combinations of drugs with less toxicity, higher efficacy, decreased dosages, and potentially antagonizing drug resistance in cancer therapy.^12^ Doxorubicin combined with cyclophosphamide (AC) and the addition of paclitaxel (AC‐T) were identified as highly effective therapies for early breast cancer and metastatic breast cancer with shorter time and fewer visits in American.^13^ However, with lower dosages, these treatments may still be associated with moderate to serious toxicities that decrease the overall quality of life for patients since all the ingredients are consisted of chemotherapy agents. Repurposing drugs have been proposed such as fidarestat,^14^ digoxin,^15^ and metformin^16^ to synergistically prevent breast cancer and concomitantly reduce doxorubicin‐induced cardiotoxicity. These approved therapeutic drugs may offer certain treatment options for cancer patients, however, more trials are required to obtain maximum tolerated doses for oncologic purposes, particularly in the combinations with other agents. Furthermore, Pegylated liposomal doxorubicin represents an improved formulation of doxorubicin, with reduced cardiotoxicity and improved pharmacokinetic profile, but still leads to certain additional new side effects on clinical trials.^16^

Natural compounds that are not originally intended for cancers are reported as chemotherapeutic drug sensitizers and chemopreventive effectors. They significantly increase the antitumor effects, minimize the drug resistance and prevent the adverse effects.^17^ Importantly, natural compounds have diverse bio‐functional modalities in a vast array of conditions, which facilitates their application in many treatment complications. In the present study, we have addressed the synergistic effects of ginsenoside Rh2 on doxorubicin‐treated breast cancer‐bearing mice. We found that Rh2 may significantly enhance the antitumor effects of doxorubicin and reduce cardiotoxicity during the therapy phase.

## 2 MATERIALS AND METHODS

### 2.1 Reagents

Doxorubicin hydrochloride (Dox), Retinoic acid (RA), Xylene, Ethanol, Tween‐20, and Methanol were purchased from Sigma‐Aldrich (St. Louis, MO. USA). Difco™ Skim Milk was purchased from BD Company (Franklin Lakes, NJ, USA). Fetal bovine serum (FBS), Penicillin, streptomycin, were purchased from Gibco‐Invitrogen (Grand Island, NY), Laemmli buffer, polyvinylidene difluoride (PVDF) membranes, nitrocellulose membranes, Proceau solution, Tris‐glycine buffer, Tris‐glycine‐SDS buffer, pre‐stained protein marker were purchased from Bio‐Rad (Hercules, CA, USA). Live and fixed cell nuclear imaging kit, Novex 4% to 12% tris‐glycine gels, Bolt™ 12%, Bis‐Tris gels, iBlotTM Transfer Stack, PVDF were obtained from Thermo Fisher Scientific (Waltham, MA, USA). Masson trichrome (MT) and Sirius Red (SR) staining kits were obtained from Abcam Company (Cambridge, UK). Ginsenoside Rh2 with a purity of more than 98% was prepared with HPLC by our research group.

### 2.2 Mice and study design

We conduct in vivo experiments on 6‐week‐old wild‐type BALB/c female mice. The mice were randomly divided into six different groups: Control, Rh2 (20 mg/kg), Rh2 (30 mg/kg), Rh2 (20 mg/kg) + Dox (2 mg/kg), Rh2 (30 mg/kg) + Dox (2 mg/kg), and Dox (2 mg/kg).

In the 3‐week tumour experiment, the mice were injected subcutaneously (s.c.) with a 9 × 10^6^ stable pool of MDA‐MB‐231 cells at day 0. On day 7, the BALB/c nude mice were received injections of Dox dissolved in 0.9% saline every other day with a cumulative dose of 22 mg/kg body weight. Rh2 dissolved in PBS + Tween 80 was injected every day during the treatment course. Tumour volumes were measured every other day using callipers and calculated with the following formula: volume = width × height × length/2. All animal experiments were approved by the Institutional Animal Care and Use Committee of Korea Research Institute of Bioscience and Biotechnology (Approval #: KRIBB‐AEC‐19277).

### 2.3 Immunohistochemistry

Surgically resected tissues were formalin fixed, paraffin embedded, and sectioned onto the slide.

For H&E staining, coronal sections of the heart, transverse planes of tissue were stained using an H&E kit (Abcam) according to the procedure. The sections were observed and imaged with a Nikon Ti2 U microscope (USA).

For cleaved caspase 3 staining, positive staining was detected using a kit (CST) and the manufacturer's protocol. For heart tissue, the coronal section was used for staining. All TUNEL‐positive cells per 40× microscope field were counted. Sections were counterstained with Methyl Green. Positive staining is represented by a dark brown (DAB) signal.

The slides were deparaffinized using xylene, rehydrated, and antigen‐retrieved in a microwave oven for 30 min. After the inhibition of endogenous peroxidase activity, individual slides were washed with PBST (0.05% Tween) and then incubated in blocking solution (1× gelation, Biotium, USA) for 30 min. The primary antibodies in 1% BSA in PBS were incubated overnight at 4°C. Antibodies against the following proteins were used: cleaved‐caspase 3 (CST, USA), α‐SMA (Abcam, USA), p16, CD206 (Santa Cruz, USA), and p21 (Sigma, USA). The sections were then washed with PBST, incubated with Alexa Fluor secondary antibodies or DAB substrate, and mounted with antifades medium with DAPI (Thermo Fisher Scientific). Sections were imaged with a Nikon Ti2 U microscope (USA).

For Masson trichrome (MT) and Sirius Red (SR) staining, sections were stained according to manufacturer's protocols from Abcam Company. Then stained sections were imaged and quantified.

### 2.4 Cell culture

Heart myoblast cells H9c2 (2‐1) purchased from America Tissue Type Collection (Manassas, VA; catalogue # CRL‐1446) were maintained in high‐glucose Dulbecco's Modified Eagle's Medium (Thermo Fisher Scientific), supplemented with 10% Fetal Bovine Serum and penicillin/streptomycin. Cells were cultured with fresh medium (1% FBS + 1 μM RA) daily for 5 days to obtain differentiated cardiomyocytes. Human ventricular cardiac fibroblasts (HCF) were obtained from Lonza (Basel, Switzerland; catalogue # CC‐2904) and were cultured with FGM™‐3 cardiac fibroblast growth medium‐3 bulletkit™ (Lonza, catalogue # CC‐4526). human umbilical vein endothelial cells (HUVEC) obtained from America Tissue Type Collection (catalogue # CRL‐1730) was cultured with EGM™ Endothelial Cell Growth Medium BulletKit™ (Lonza, catalogue # CC‐3124). The cells were incubated in 75 cm^2^ tissue culture flasks at 37°C in a humidified atmosphere of 5% CO2 atmosphere.

### 2.5 Transfection

HCF cells were plated at a density of 2 × 10^5^ cells using a 6‐well‐plate in a complete culture medium. On the transfection day, cells were transfected using mixtures of 12 μl of highperfect transfection reagent (QIAGEN) and 100 nM of siRNAs of control, p21 and p53 (CST, USA) for 48 h. Then, cells were collected and analysed by the western blotting method.

### 2.6 Cell treatment and assay

Cells were treated with 100 nM of doxorubicin for 7 days followed by exposure of 2.5, 5 and 10 μg/ml ginsenoside Rh2 for extra 7 days. Control cells were treated with DMSO and 10 μg/ml Rh2, respectively, as the same indicated durations. Conditioned medium was obtained by culturing the cells with serum‐free medium for extra 2 days after the treatment endpoints. Then, cells or conditioned media were collected and stored at −80°C for the subsequent experiments.

### 2.7 Biochemical analysis

Heart tissues from mice sacrificed at the indicated endpoint or cells with indicated treatments were lysed with a Minute™ total protein extraction kit for animal cultured cells and tissues obtained from Invent Biotechnologies, Inc. (Plymouth, MN, USA). For tissue extraction: about 20 mg tissue was placed in the pre‐chilled filter cartridge, ground with a plastic rod for 60 times with twisting fore, and continued to grind for 60 times in 200 μl native lysis buffer containing proteinase and phosphatase inhibitors in the filter. After incubation on ice for 5 min, tubes were centrifuged for 2 min at 4°C. The supernatant flow‐through contains native protein extract and is subjected to BCA assay for protein‐content determination (Thermo Fisher Scientific). For cell extraction: cells with indicated treatments were rinsed with cold PBS, and placed with an appropriate volume of lysis buffer. Scraped the cells and pipetted up and down repeatedly. Then, transfer the cell lysate to a pre‐chilled filter cartridge and centrifuge at 14000 × g for 30 seconds. The flow‐through in the collection tube was put in ice and assayed by the BCA method.

Analyses for Creatine Kinase MB (CK‐MB, Catalogue # E‐EL‐R1327) and Troponin T (TnT, EKU11492) from BIOMATIK Corporation (Ontario, Canda) were performed following the manufacturer's protocols.

Detection of TNF‐α, IL‐6, and IL‐1β was obtained using kits from RayBiotech Life, Inc. (Norcross, GA, USA) according to the manufacture's manuals. Signals were detected by the Tecan plate reader (Männedorf, Zürich, Switzerland).

Antibody array kit of apoptosis purchased from R&D Systems (Minneapolis, MN, USA) was used according to the manufacture's manuals. Heart tissues (300 μg) extracted from snap‐frozen samples were used in the present study. Signals were detected with the Odyssey‐LC chemiluminescent imaging system (LI‐COR, Lincoln, NE). Signals were averaged and expressed as described in the figure legend.

### 2.8 Immunoblotting

Total protein content was determined using the BCA assay. Twenty micrograms of total protein were separated by SDS‐polyacrylamide gel electrophoresis was performed using Novex 4% to 12% tris‐glycine gels or Bolt™ 10% or 12%, Bis‐Tris gels, and proteins were transferred to PVDF or NC membranes by semidry transfer using iBlot™ 2 Gel Transfer device (Thermo). Membranes were blocked in Odyssey‐blocking buffer (LI‐COR Biosciences) and incubated overnight at 4°C with primary antibodies. After three times repeated washes with TBST [0.05% Tween 20], blots were incubated with the appropriated IRDye‐conjugated or HRP‐conjugated secondary antibody (LI‐COR Biosciences) and imaged using the LI‐COR Odyssey Fc. Bands were quantified using the Odyssey software (LI‐COR Biosciences). The following antibodies were used in the study: caspase 3, cleaved caspase 3, caspase 7, caspase 9, PARP, p21, p16, vimentin, GAPDH, COL1A, (Cell Signalling Technology), CD31, VE‐cadherin (Santa Cruz Biotechnology), α‐SMA (Abcam), and β‐actin (Sigma).

### 2.9 Immunofluorescence staining

Cells with various indicated treatments were washed twice with PBS, then cells were fixed with 4% paraformaldehyde for 10 min and permeabilized with 0.15% Triton X‐100 in PBS for 15 min at room temperatures. Cells were then blocked with 3% BSA for 30 minutes and incubated with indicated primary antibody against p21, (1:2000, CST, USA) overnight at 4°C, followed by incubation with Alexa fluorescein‐labelled secondary antibodies (1:500, Life Technologies, USA) for 1 h and nuclear stain for 5 min (Life Technologies, USA). Images were captured with a Nikon Ti2 U microscope (USA).

### 2.10 RNA‐seq analysis

Hearts were isolated from mice and flash frozen on dry ice. RNA from hearts pooled from five separate mice was extracted using the RNeasy Mini kit (Qiagen) following the manufacture's manual. RNA sequencing was carried out by Macrogen Inc. (Seoul, Korea). SureSelect XT RNA Direct Reagent kit was used for the construction of sequencing libraries. The libraries were sequenced on an Illumina sHiSeq2500 (Illumina, San Diego, CA, USA) instrument to generate 101 base reads.

Raw reads were processed to remove low quality and aligned to the Mus musculus (mm10) using HISAT v2.1.0. The reference genome sequence and annotation data were downloaded from the UCSC table browser (http://genome.ucsc.edu). Transcript assembly and abundance estimation were performed using StringTie v2.1.3b. Differentially expressed genes (DEGs) were measured using the estimate of abundance for each gene in the samples with indicated treatments, considering the six RNA‐seq experiments as biological replicates. Statistical significance of the DEGs was determined using edgeR. Hierarchical clustering analysis also was performed using complete linkage and Euclidean distance as a measure of similarity to display the expression patterns of differentially expressed transcripts which are satisfied with |fold change| ≥ 2 and independent *t*‐test raw *p* < .05. The log2 fold change and *p*‐value were obtained from the comparison of the average for each group plotted as the volcano plot. (*X*‐axis: log2 Fold Change, *Y*‐axis: −log10 *p*‐value). All data analysis and visualization of differentially expressed genes were conducted using R 3.5.1 (www.r-project.org). Raw data can be accessed through the Gene Expression Omnibus (GEO) repository with accession number GSE 186765.

### 2.11 Statistical analysis

Data are presented as mean ± SEM for all data. Comparisons were made by one‐way ANOVA, with significance being defined as *p* < .05 (*), *p* < .01(**), and *p* < .001 (***) using GraphPad Prism 7.01. For multiple comparisons, one‐way ANOVA with Tukey's multiple comparison test was used.

## 3 RESULTS

### 3.1 Ginsenoside Rh2 sensitized doxorubicin in human tumour xenograft mice

To examine the anticancer effect, breast cancer‐bearing BALB/c nude mice were treated with saline, ginsenoside Rh2 of 20 and 30 mg/kg with or without 2 mg/kg doxorubicin, and doxorubicin alone for 3 weeks starting at age 7 week (Figure 1A). Doxorubicin‐treated mice demonstrated a progressive decrease in tumour weight that became substantial 2 weeks following treatment, while these changes were more remarkable in ginsenoside Rh2 combination groups (Figure 1B).

**FIGURE 1:**
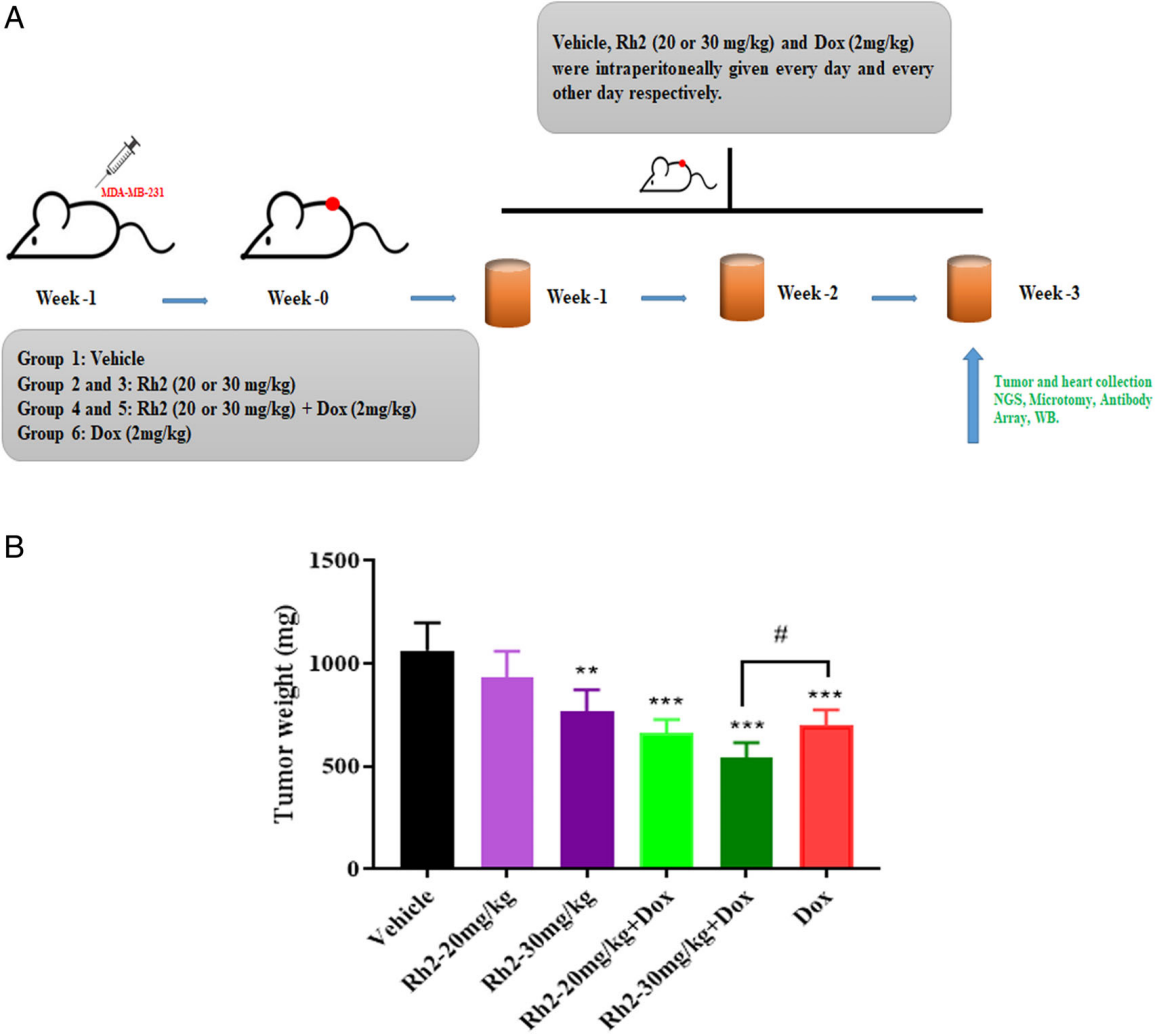
Ginsenoside Rh2 synergistically sensitize the chemotherapeutic toxicity of Doxorubicin in breast cancer xenograft. (A) Schematic for experimental regime. (B) Tumour weight. *p < .05; **p < .01; ***p < .001 versus control; ^#^ *p* < .05; ^##^ *p* < .01; ^###^ *p* < .001 versus Dox

### 3.2 Ginsenoside Rh2 attenuated doxorubicin‐induced cardiac pathology

Mice without treatment of doxorubicin displayed a normal histological pattern of the myocardium. Cardiomyocytes have cylinder‐shipped fibres with oval central vesicular nuclei. Fibroblast lies between the cardiac fibres with flat nuclei (Figure 2A). H&E staining of the doxorubicin‐treated group demonstrated severe histological changes in the form of disorganization of the fibres with an increase in the interstitial gaps between these fibres (Figure 2B). Extravasation of the red blood cells with interstitial haemorrhage emerged in some restricted areas (Figure 2C). Pathology was dominated by areas of intracytoplasmic vacuolation accompanied by considerable heterogeneity in myofiber diameter, and pathed myocardial necrosis (Figure 2D and E). Cell recruitment was also observed in the interstitial tissue (Figure 2F). Additionally, ELISA assays of CK‐MB and Troponin T released from cardiomyocytes notified the damages induced by dox (Figure 2G). Collectively, the heart of Dox‐treated mice showed severe histological damage with congestion, rippled myocytes, reduction of striated muscle bands, hemorrhagic areas, myocytolysis, and focal necrosis, effects that were markedly mitigated by ginsenoside Rh2 treatment. Interestingly, heart weight did not statistically differ from the vehicle‐treated group with a minor reduction of 6.3%. Thus, our results suggest that ginsenoside Rh2 preserves the cardiac structure by reducing histological damage.

**FIGURE 2:**
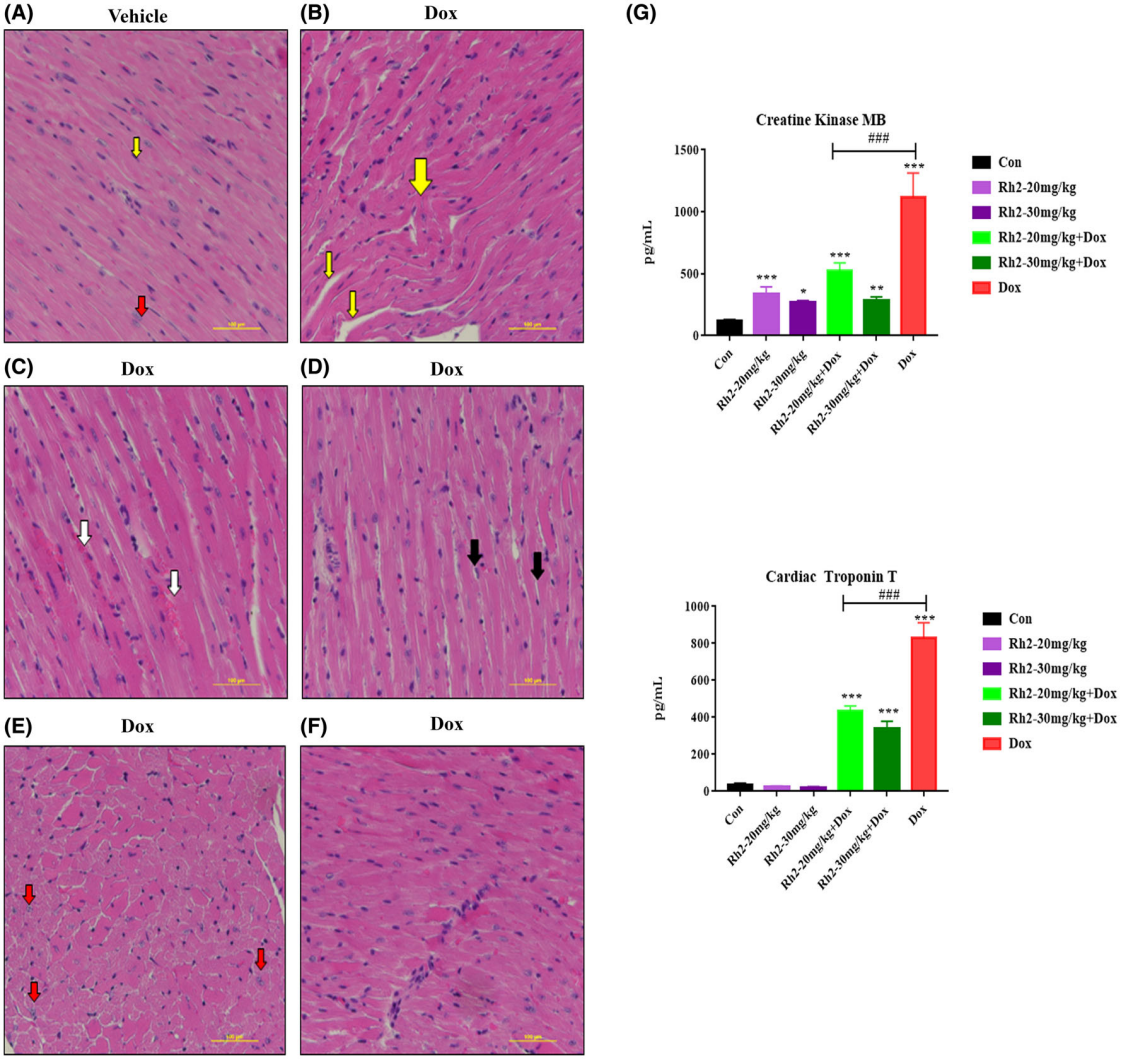
Histological examination of the heart. (A) The normal cardiac muscle fibres are longitudinally settled with oval nuclear and acidophilic striated sarcoplasm (red arrow). Flat fibroblasts constitute the interstitial space (yellow arrow). (B) Disorganization and separation of cardiac fibres with heightened interstitial spaces (yellow arrow). (C) Extravasation of red blood cells leading to interstitial haemorrhage (white arrows). (D) Cardiac damage was characterized by myofiber vacuolation (black arrows). (E) Focal myocardial necrosis into areas of preserved myocardium (red arrows). (F) Mononuclear cellular infiltration. Scale bars = 100 μm. (G) ELISA assays of CK‐MB and Troponin T release in cardiomyocytes. *p < .05; **p < .01; ***p < .001 versus control; ^#^ *p* < .05; ^##^ *p* < .01; ^###^ *p* < .001 versus Dox

### 3.3 Protection of Rh2 on doxorubicin‐damaged heart exhibited distinct transcriptome profiles

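RNA was sequenced from hearts of female BALB/c nude mice that carried MDA-MB-231 breast tumours. There were 6 libraries, 1 for each condition, and each library was pooled from the hearts of 5 mice. The conditions were the vehicle group (Control), Rh2 at 20 or 30 mg/kg, doxorubicin (Dox) at 2 mg/kg per dose with a cumulative dose of 22 mg/kg, and each Rh2 dose together with Dox, all over 3 weeks. Libraries were made by RNA capture (SureSelect), and the reads were aligned to the mouse genome mm10 with HISAT and quantified per gene with StringTie. The authors deposited a read count, an FPKM and a TPM for each of 45777 genes and each library. The counts were whole numbers without normalization, and the values given here rest on them unless FPKM is named. They summed to 86755312 in Control, 89419499 in Rh2-20 mg/kg, 87711689 in Rh2-30 mg/kg, 89742232 in Rh2-20 mg/kg + Dox, 90621002 in Rh2-30 mg/kg + Dox and 86164411 in Dox. The gene with the most counts in each library was titin (Ttn), with 6290140 to 7745886. Genes with a mean of at least 10 counts over the 6 libraries were tested, 18328 in all, after TMM normalization in edgeR. As no condition had a second library, edgeR's exact test used a single dispersion estimated from the 6 libraries taken as 1 group, 0.0285, which is a biological coefficient of variation of 0.169. A gene was called a DEG at the study's cut-offs, a fold change of at least 2 and a raw p-value under 0.05. The paper names edgeR for significance but an independent t-test for the raw p-value of the clustered transcripts. The p-value here is that of edgeR's exact test. Such a call compares 2 libraries, not 2 conditions, and no difference against Control has a replicate check. Log2 fold changes were computed from TMM-normalized counts with a prior count of 0.5. Each has a 95% interval from counting error (exact conditional binomial) and a wider interval that adds the dispersion. The intervals of the first kind, and the limit of 3 counts that a count of 0 allows, cover counting error alone. Gene positions are those of RefSeq on GRCm38.p6, the assembly of mm10.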

To further delineate the underlying protective mechanism of Rh2 on the doxorubicin‐challenged heart, we analysed the transcriptomic alterations of the hearts by RNA‐sequencing. A total of 3357 DEGs were identified in hearts from the breast tumour‐bearing mice treated with doxorubicin (combined with or without Rh2) or vehicle group (Figure 3A). 

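Against Control, the calls numbered 883 for Rh2-20 mg/kg, 1663 for Rh2-30 mg/kg, 1381 for Rh2-20 mg/kg + Dox, 1724 for Rh2-30 mg/kg + Dox and 1402 for Dox. A gene was a DEG in at least 1 of the 5 comparisons in 3673 cases. In 30 simulated sets in which no treated group differed from Control in its true levels, a comparison gave 217 DEGs on average. Each simulated gene had the common dispersion that the test also used. Genes that vary more between pools of hearts are therefore not represented in the 217. With a biological coefficient of variation of 0.4 the union held 1523 genes, and without a filter on low counts it held 5929.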

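By direction, 2231 genes were higher than Control in at least 1 comparison and 1778 were lower in at least 1, and a gene could be in both groups. The Dox library had 866 higher and 536 lower DEGs. The library from Rh2-20 mg/kg + Dox had 809 higher and 572 lower, and that from Rh2-30 mg/kg + Dox 604 higher and 1120 lower. Without Dox, 472 genes were higher and 411 lower in Rh2-20 mg/kg, and 1413 were higher and 250 lower in Rh2-30 mg/kg. By the sign of the ratio of Dox to Control alone, 2011 genes of the union were higher and 1662 lower. Comparisons that share the Control library can overlap without any effect. Of the 866 genes higher in Dox, 471 (54.4%) were also higher in Rh2-30 mg/kg and 237 (27.4%) in Rh2-20 mg/kg. In the simulated unchanged groups 19.5% of such genes were shared with a second group, at 217 DEGs per comparison, so this is not a matched value for the longer lists here.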

Volcano plots indicated DEGs between treatment groups and vehicle groups individually with 1866 upregulated ones and 1491 downregulated ones (Figure 3B). Overall, these identified DEGs can distinguish the chemotherapeutic groups from non‐treated groups. 

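Complete-linkage clustering on Euclidean distances between z-scores of the 3673 DEGs placed the 3 libraries with Dox on one side of the tree and the 3 without Dox on the other. With all 18328 tested genes in place of the DEGs, 2 libraries were on the other side: Rh2-20 mg/kg + Dox joined the Rh2 libraries without Dox, and Control joined Dox and Rh2-30 mg/kg + Dox. Across all tested genes, Spearman's correlation between libraries lay between 0.972, for Rh2-30 mg/kg with Rh2-30 mg/kg + Dox, and 0.992, for Control with Rh2-20 mg/kg, over genes, which are not independent replicates. The 3 libraries with Dox differ in Rh2 dose, as do the 3 without, so their comparison tests Dox across Rh2 doses of 0, 20 and 30 mg/kg. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes passed an adjusted p-value of 0.05 in that comparison, and 1852 had an unadjusted p-value under 0.05. Cenpf (chromosome 1, 189640606 to 189688107) had 1097 to 1243 counts with Dox and 2768 to 2922 without, a log2 fold change of -1.24 (adjusted p = 0.0381 from the quasi-likelihood test). Nek2 had 14 to 20 counts with Dox and 136 to 155 without, a log2 fold change of -3.13 (adjusted p = 0.0401 from the same test). The other 3 genes, Oas1a, Oas1g and LOC115490171, were listed at 0 in each library without Dox. With Rh2 dose as a term no gene passed, while 1598 had an unadjusted p-value under 0.05, and leaving out each library in turn gave 0 to 14 genes, the 14 without the Rh2-30 mg/kg + Dox library. DESeq2's Wald test gave 425 genes, 146 higher and 279 lower with Dox. The 4 of these fits with 0 genes had 1475 to 1626 genes at an unadjusted p-value under 0.05. LOC115490171 had 200 to 323 counts with Dox (adjusted p = 0.0447 from the quasi-likelihood test). Cenpf, Nek2 and LOC115490171 are named here after their values were seen.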

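The calls for Dox, Rh2-20 mg/kg + Dox and Rh2-30 mg/kg + Dox against Control overlapped in 417 genes. A further 454 genes were called in Dox alone, 371 in Rh2-20 mg/kg + Dox alone and 791 in Rh2-30 mg/kg + Dox alone. Of the 417 genes, 197 were higher in each of the 3 libraries, 177 were lower in each and 43 differed in direction. As the 3 comparisons share the Control library, some overlap arises without any effect: simulated unchanged groups shared 11 genes on average and at most 17, at 217 DEGs per comparison and so not matched to the longer lists here, and sets of the observed sizes drawn independently would share 9.94. The simulated genes all had the common dispersion, so overlap from genes that vary more between pools is not in the simulated numbers. With genes that had a count above 0 in every library as the only ones tested, 274 genes overlapped, and more of them were lower in each library (143) than higher in each (106), the reverse of the order above. Without a filter on low counts 325 were lower and 224 higher, and with a biological coefficient of variation of 0.4 there were 30 and 108. The genes with the largest mean rises were Oas1a, Oas1g and Tigit. Oas1a (chromosome 5 from 120896256 to 120907544) had 850 counts in Dox, 732 in Rh2-20 mg/kg + Dox and 447 in Rh2-30 mg/kg + Dox and was listed at 0 in Control, at least 281-fold, 222-fold and 143-fold higher. Oas1g, its neighbour on chromosome 5, was at least 126-fold, 114-fold and 74.8-fold higher, and reads of the similar Oas1 genes may have been split between them in the authors' counting. Tigit was listed at 0 in Control and had 258 to 533 counts in each of the 5 other libraries, those without Dox included, at least 85.2-fold higher in Dox. It is 1 of 5 genes that were at 0 in Control alone while each other library had at least 100 counts. The largest mean falls were in Eef1akmt4-ece2, with 164 counts in Control and 0 in each other library (at least 55.1-fold lower in Dox), in Gm19897, with 83 in Control and 103 in Rh2-30 mg/kg but 0 elsewhere, and in Gm36841, with 81 in Control and 101 in Rh2-20 mg/kg but 0 elsewhere. The bounds given as at least a fold hold only where a listed 0 is an absence of reads. A failed estimate by the authors' tools cannot be told apart from that. Gm15564 was listed at 0 in Rh2-20 mg/kg and had 36868 to 64699 counts in the other libraries.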

A total of 294 genes were overlapped among Dox group, Rh2‐20 mg/kg + Dox group and Rh2‐30 mg/kg + Dox group (Figure 4A). These commonly expressed genes are predominantly implicated in cell cycle and microtubule attachment (Figure 4B), and unique profiles from the Dox group revealed the positive regulation of inflammation comprising chemokine, cytokine, tumour necrosis factor production, and immune cell activation (Figure 4C). 

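The Gene Ontology analysis of the paper was not repeated, and fixed lists of genes were used in its place. Of the 177 genes lower in each of the 3 libraries with Dox, 20 were among the 83 tested genes of a G2/M phase list and a kinetochore and spindle list, and none of the 197 higher genes was. The 54 genes of the G2/M list had a median log2 fold change of -0.59 in Dox, -0.93 in Rh2-20 mg/kg + Dox and -1.5 in Rh2-30 mg/kg + Dox against Control, each below all of 10000 random lists of the same size and mean expression. Without Dox the median was 0.11 in Rh2-20 mg/kg and 0.30 in Rh2-30 mg/kg. The kinetochore and spindle list (45 genes tested) fell to medians of -0.63, -0.86 and -1.27 in Dox, Rh2-20 mg/kg + Dox and Rh2-30 mg/kg + Dox, and the S phase list (43 genes) to -0.24, -0.24 and -0.29. Of the lists on inflammation, the chemokine list (36 genes tested) had a median of 0.17 in Dox, at percentile 92.5 of the random lists. The cytokine list (8 genes) had a median of -0.13, at percentile 19.9, and the T cell list (17 genes tested) one of -0.03, at percentile 31.7. The interferon response list (29 genes) had a median of 0.25 in Dox, above all random lists, with 18 of its genes higher. It was below all random lists in the 4 other treated libraries, from -0.40 in Rh2-30 mg/kg to -0.88 in Rh2-30 mg/kg + Dox. Interferon gamma itself (Ifng) was listed at 0 in every library. These percentiles describe single libraries and are not tests of the conditions. Setting genes at or under 3 counts in a library to their bound left each of these medians at the same value. With the authors' FPKM values plus 1 in place of counts, the median that moved most was that of the G2/M list in Rh2-30 mg/kg + Dox, which became -0.39. From the functions of the overlapping genes and of the genes found in Dox alone, the paper states that the former are mainly those of the cell cycle and microtubule attachment and that the latter belong to positive regulation of inflammation.

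**Figure D1:**
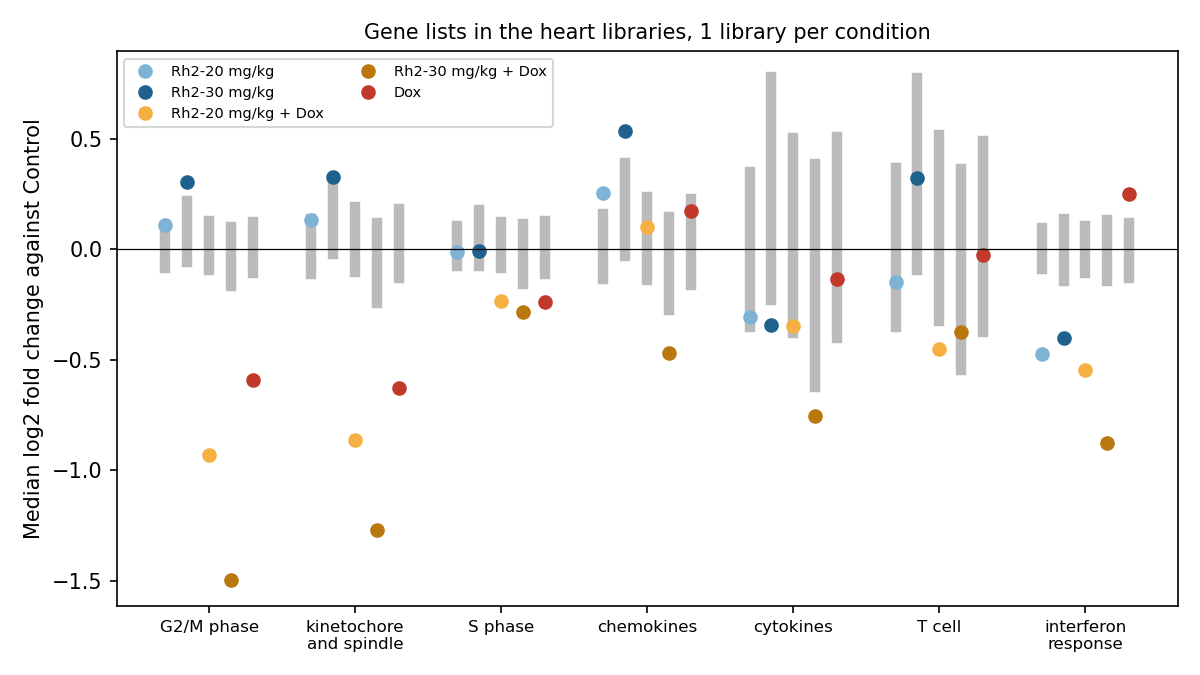
Median log2 fold change against Control (vertical axis) of 7 gene lists (horizontal axis) in the 5 treated libraries, 1 library per condition. Points are medians and grey bars are the range that holds 95% of 10000 random lists matched on size and expression. The G2/M phase medians with Dox lie at -0.59, -0.93 and -1.5, under the bars, and the interferon response median in Dox lies at 0.25, above its bar.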

Profile changes were annotated by Gene Ontology (GO) analysis and visualized by Cytoscape software.

**FIGURE 3:**
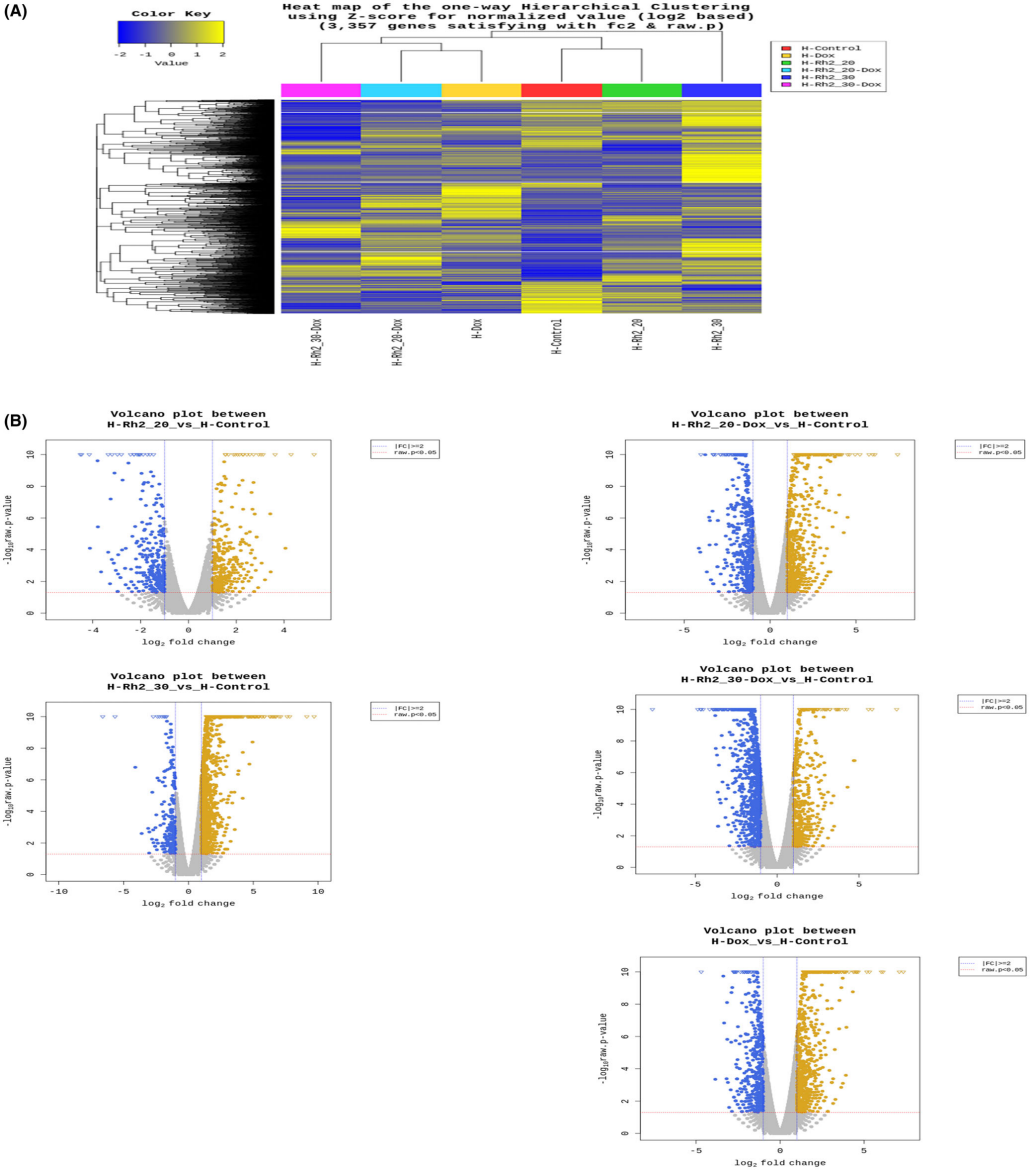
The protective effect of Rh2 on the heart exhibited distinct functional properties and transcriptome profiles. (A) Heatmap of DEGs in six groups: Control, Rh2‐20 mg/kg, Rh2‐30 mg/kg, Rh2‐20 mg/kg + Dox, Rh2‐30 mg/kg + Dox, and Dox‐2 mg/kg. Gene expression is represented as *Z*‐score for the normalized value across rows. (B) The volcano plots of DEGs in the indicated groups

**FIGURE 4:**
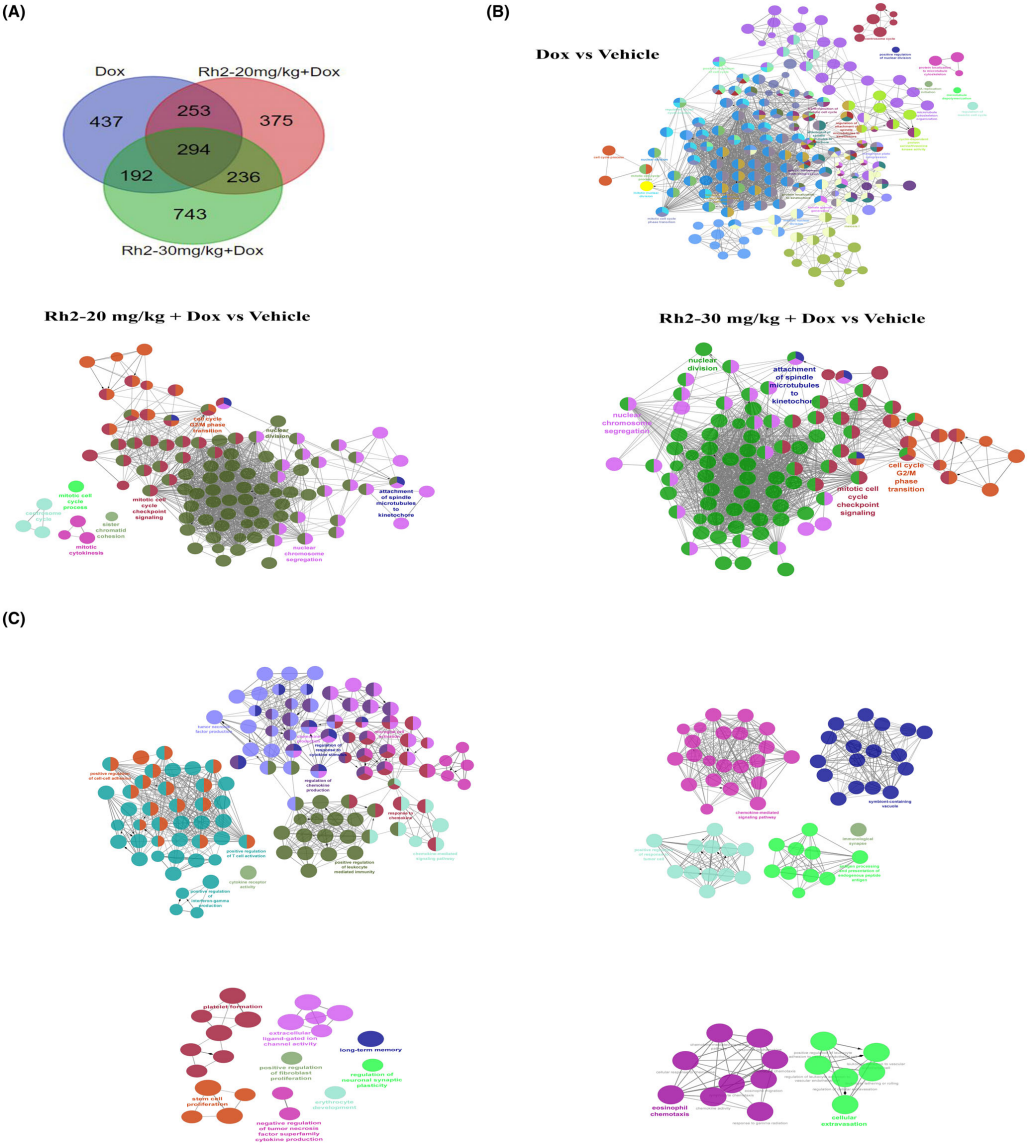
Functional and pathway enrichment analysis of DEGs. (A) Venn diagram of genes common or unique in Dox, Rh2‐20 mg/kg + Dox and Rh2‐30 mg/kg + Dox, as compared to Control group. (B) Network of the enrichment pathways for the common DEGs. (C) Network of the enrichment pathways for the unique DEGs

### 3.4 Ginsenoside Rh2 alleviated doxorubicin‐induced apoptosis in the heart

To investigate the consequence of cardiac pathology, heart tissues were analysed using western blotting against topical targets. The degree of cardiac apoptosis increased as manifested by increased levels of apoptotic protein markers cleaved caspase 3, 7, 9, and PARP (Figure 5A). Consistent with immunoblot results, positive cleaved caspase 3 stained cells in mice hearts were significantly elevated following doxorubicin treatment; however, 20 and 30 mg/kg ginsenoside Rh2 administration caused a remarkable decrease (Figure 5B). To reveal the other attributive components in doxorubicin‐induced apoptosis, heart tissues were applied to an antibody array with 21 mouse apoptosis‐related proteins. In the doxorubicin‐treated group, of factors detected by arrays and expressed at high levels are pro‐apoptotic cleaved caspase 3, p53, SMAC, and TRAIL R2; low levels are Bcl‐2, Bcl‐x, Catalase, HO‐2, HSP27, HSP60, and XIAP (Figure 5C). We postulated that ginsenoside Rh2 partly rescued the cardiac cells from apoptosis, thereby suppressing the heart damage induced by doxorubicin in breast tumour‐bearing mice.

**FIGURE 5:**
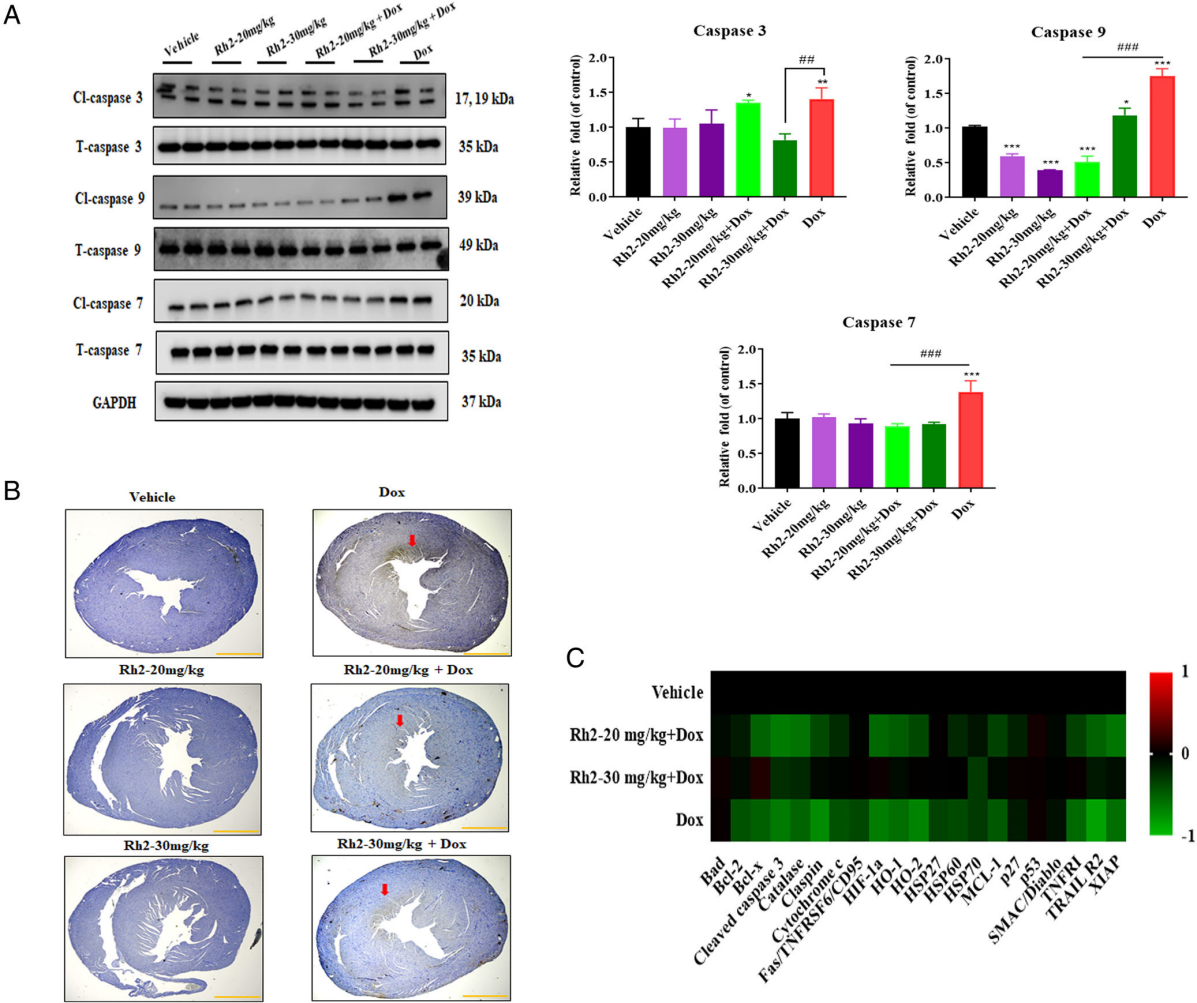
Rh2 alleviated cardiac apoptosis. (A) Extracts from mice heart treated with or without ginsenoside Rh2; Doxorubicin‐challenged mice, treated or not with ginsenoside Rh2, were assayed by western blotting for the indicated apoptosis marker proteins caspase 3, 7, and 9. GAPDH was used as a loading control. (B) Cleaved caspase 3 staining on the doxorubicin‐evoked heart in mice (positive staining mainly located at left ventricle and indicated with red arrows). Scale bars = 100 μm. (C) Heart tissues from mice treated with doxorubicin combined with or without ginsenoside Rh2 or vehicle were analysed by apoptosis antibody arrays. Signals from vehicle‐treated mice were used as a baseline. Colour intensities represent log2‐fold changes from baseline. Signals higher than the baseline are shown in red; signals lower than the baseline are shown in green. Shown is the average of three independent experiments. *p < .05 versus control; ^#^ *p* < .05 versus Dox

### 3.5 Ginsenoside Rh2 repressed doxorubicin‐induced heart inflammation

Doxorubicin induces cardiac necrosis and causal inflammation that exerts sustained deleterious effects on the heart. Thus, we measured the protein levels of TNF‐α, IL‐6, and IL‐1β using ELISA assay. Rh2 significantly lowered the expression of IL‐1β and TNF‐α, and to a lesser extent IL‐6, in doxorubicin‐evoked hearts (Figure 6A). Additionally, doxorubicin remarkably increased the levels of TLR2, TLR6, TLR7, TLR8, TLR11, and TLR 13, as expected. 

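The RNA levels of Toll-like receptor genes were taken from the single libraries, each against Control. Tlr2, on chromosome 3 from 83836272 to 83841824 of mm10, had 334 counts in Dox and 298 in Control, a log2 fold change of 0.15 (95% interval -0.08 to 0.38 from counting error and -0.56 to 0.86 with the common dispersion). Tlr6, on chromosome 5 from 64953092 to 64970942, had 578 and 552 counts, a log2 fold change of 0.05 (interval with the dispersion -0.64 to 0.75). It lies beside Tlr1 and resembles it, so its level is uncertain as far as reads were split between the pair. Tlr7 on chromosome X had 642 counts in Dox and 559 in Control, a log2 fold change of 0.19, but of -0.12 with the authors' FPKM values plus 1 and -0.21 with those values plus 0.1. The log2 fold change was -0.39 for Tlr8 (554 and 722 counts), -0.59 for Tlr11 (24 and 36 counts) and -0.32 for Tlr13 (371 and 458 counts). The interval with the dispersion included 0 for each of the 6 genes. The FPKM values plus 1 moved 161 of the 341 values of single named genes against Control by more than their counting error, the most of any alternative.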

In the presence of Rh2, all the elevated ones were decreased efficiently at both doses. However, TLR1 and TLR5 were increased exclusively in 20 mg/kg of the Rh2 + Dox group. 

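Against the Dox library, the library from Rh2-30 mg/kg + Dox was lower in Tlr2, with 143 counts and a log2 ratio of -1.27 (interval with the dispersion -2.0 to -0.54). Its log2 ratio to Dox was -0.40 for Tlr6, -0.02 for Tlr7, -0.08 for Tlr8, -0.38 for Tlr11 and -0.10 for Tlr13, with intervals that included 0 once the dispersion was added. With the FPKM values plus 1 the ratio for Tlr7 was 0.27. Rh2-30 mg/kg + Dox and Dox also differed in tissue markers, with a median log2 ratio of -3.55 for platelet and -5.30 for atrial genes. For Rh2-20 mg/kg + Dox the log2 ratio to Dox was -0.08 for Tlr2, 0.14 for Tlr6 and -0.78 for Tlr11, again with intervals that included 0. It was 0.74 for Tlr7 (interval with the dispersion 0.05 to 1.43), 0.86 for Tlr8 (0.17 to 1.55) and 0.95 for Tlr13 (0.26 to 1.65). Without Dox, the 3 genes were also above Control, with log2 fold changes in Rh2-20 mg/kg and Rh2-30 mg/kg of 0.98 and 1.19 for Tlr7, 0.78 and 0.97 for Tlr8, and 0.90 and 0.81 for Tlr13.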

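Tlr5, on chromosome 1 from 182954752 to 182976044, had 525 counts in Rh2-20 mg/kg + Dox against 275 in Control, a log2 fold change of 0.79 (95% interval 0.58 to 1.01 from counting error and 0.09 to 1.5 with the common dispersion). It was 0.21 in Dox and 0.20 in Rh2-30 mg/kg + Dox, while the libraries without Dox had 0.89 in Rh2-20 mg/kg and 1.44 in Rh2-30 mg/kg. The log2 ratio of Tlr5 to Dox was 0.58 in Rh2-20 mg/kg + Dox (interval with the dispersion -0.12 to 1.29) and -0.01 in Rh2-30 mg/kg + Dox. Tlr1, on chromosome 5 from 64924680 to 64933600, had 366 counts in Control and 459 in Rh2-20 mg/kg + Dox, a log2 fold change of 0.19 (interval with the dispersion -0.51 to 0.89). Its log2 fold change was 0.24 in Dox and -0.77 in Rh2-30 mg/kg + Dox. Without Dox it was 0.06 in Rh2-20 mg/kg and 0.65 in Rh2-30 mg/kg (interval with the dispersion -0.04 to 1.35). The level of Tlr1 carries the same uncertainty from shared reads as that of Tlr6.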

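The RNA of Tnf, on chromosome 17 from 35199367 to 35202007, had 91 counts in Control and 39 in Dox, a log2 fold change of -1.23 (95% interval -1.82 to -0.68 from counting error and -2.09 to -0.36 with the common dispersion). The other treated libraries had 50, 50, 35 and 32 counts in Rh2-20 mg/kg, Rh2-30 mg/kg, Rh2-20 mg/kg + Dox and Rh2-30 mg/kg + Dox. Il18 on chromosome 9 had 58 counts in Control and 60 in Dox, a log2 fold change of 0.04 (interval with the dispersion -0.81 to 0.89). Il1a on chromosome 2 had 7 counts in Control and 15 in Dox, a log2 fold change of 1.04 whose interval from counting error, -0.29 to 2.62, included 0. The interval of Il18 from counting error, -0.51 to 0.58, included 0 as well.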

Apart from TLRs, doxorubicin considerably amplified the cytokines including IL‐1A, IL‐18, and TNF. Rh2 at both doses decreased all the transcriptional levels of these cytokines (Figure 6B). Thus, Rh2 suppressed doxorubicin‐induced cardiac damage‐associated sterile inflammation.

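Against Dox, the log2 ratio of Tnf was -0.28 in Rh2-20 mg/kg + Dox (95% interval -0.98 to 0.42 from counting error) and -0.33 in Rh2-30 mg/kg + Dox (-1.06 to 0.38). That of Il18 was 0.32 in Rh2-20 mg/kg + Dox (interval with the common dispersion -0.50 to 1.15) and -0.63 in Rh2-30 mg/kg + Dox (-1.51 to 0.26). Il1a had 17 counts in Rh2-20 mg/kg + Dox, a log2 ratio to Dox of 0.05. In Rh2-30 mg/kg + Dox it had 3 counts, a ratio to Dox of 0.218 (95% interval on the log2 scale -4.80 to -0.55 from counting error and -4.00 to -0.39 with the common dispersion). The plot of Toll-like receptor and cytokine genes shows log2 fold changes against Control with their intervals.

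**Figure D2:**
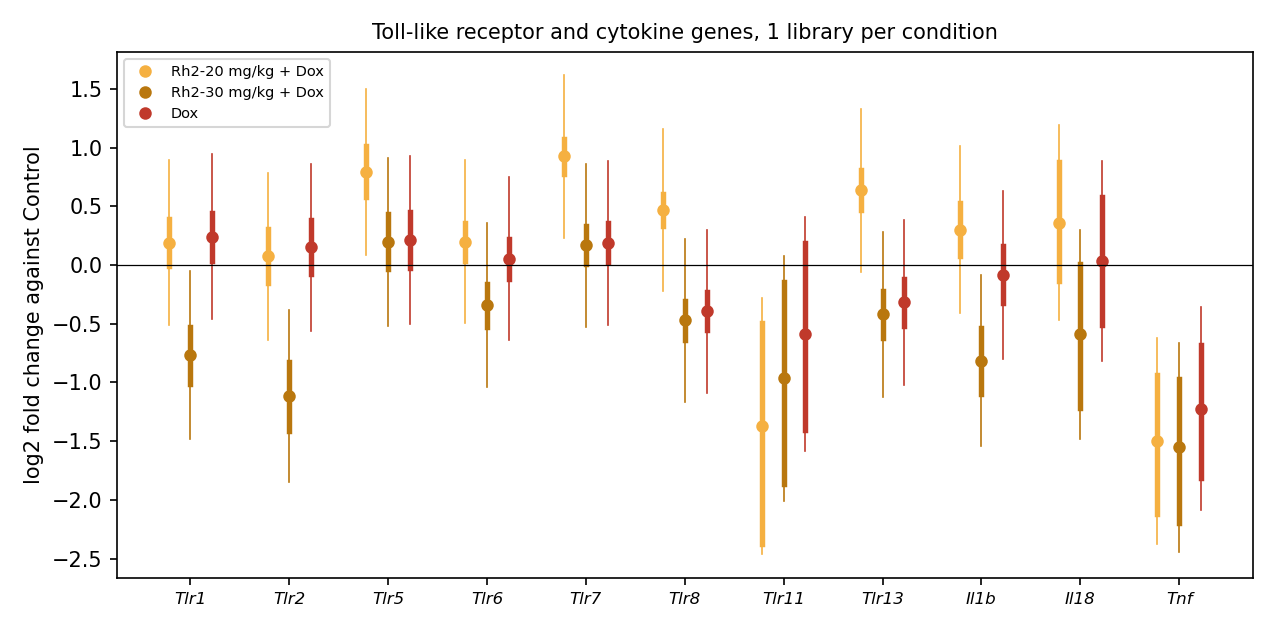
Log2 fold change against Control (vertical axis) of 8 Toll-like receptor genes and 3 cytokine genes (horizontal axis) in the 3 libraries with Dox, 1 library per condition. Points are values, thick bars 95% intervals from counting error and thin bars intervals that add the common dispersion. Tnf lies under 0 in each of the 3 libraries, at -1.5, -1.55 and -1.23. Il1a is not drawn.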

**FIGURE 6:**
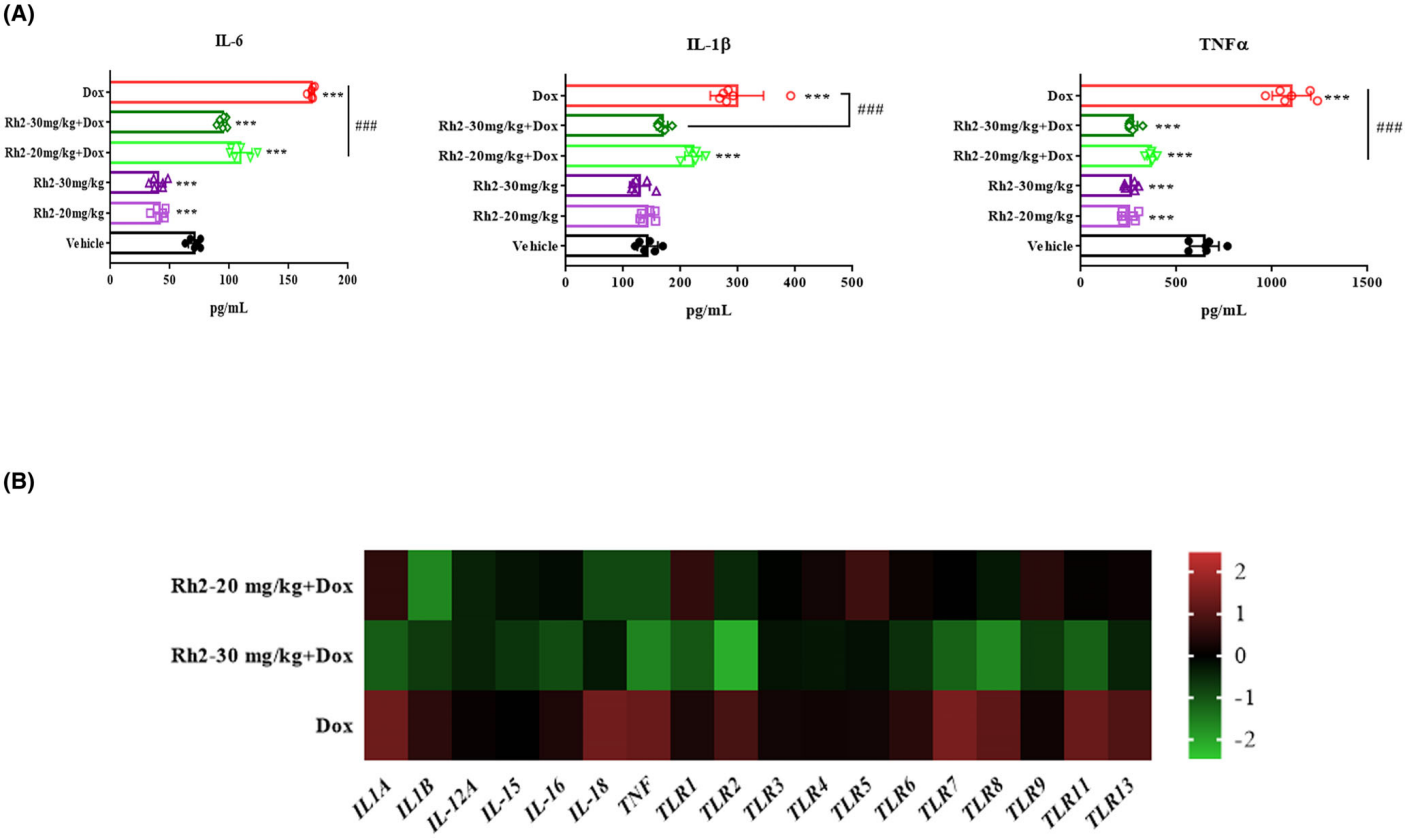
Rh2 suppressed cardiac inflammation. (A) Heart lysates were analysed by ELISA for TNF‐α, IL‐6, and IL‐1β. Quantifications were shown. (B) Fold changes of mRNA levels of adverse remodelling markers. Levels of each protein in the control group were arbitrarily set to zero. Data shown represent a log2‐fold change in expression relative to control. *p < .05 versus control; ^#^ *p* < .05 versus Dox

### 3.6 Ginsenoside Rh2 mitigated doxorubicin‐induced cardiac fibrosis

Fibrosis plays an important role in cardiac dysfunction largely caused by collagen, which invades and replaces necrotic or apoptotic myocytes. Given the abovementioned existence of necrosis and apoptosis, we examined the occurrence of fibrosis by Masson trichrome (MT) and Sirius Red (SR) staining. As expected, an abundance of collagen dramatically increased in the heart of doxorubicin‐treated mice, as indicated by obvious interstitial fibrosis and perivascular fibrosis (Figure 7A). More noteworthy, replacement fibrosis was observed in the present model, which was manifested by IHC staining against fibrosis marker protein α‐SMA. Combined treatment with ginsenoside Rh2 partially decreased the level of fibrosis at both doses (Figure 7B).

**FIGURE 7:**
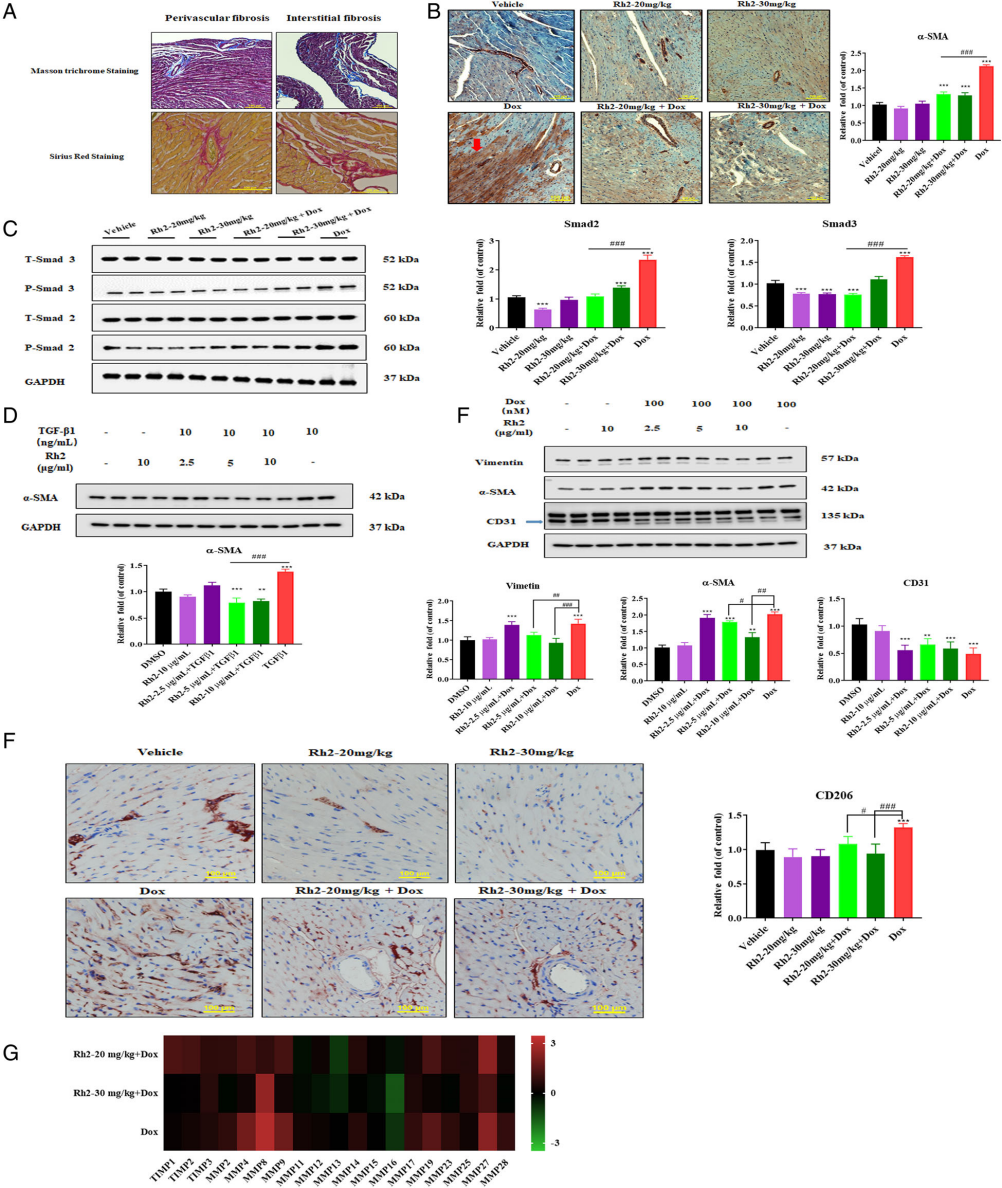
Rh2 Attenuated cardiac fibrosis. (A) Heart sections were stained to identify fibrosis by Masson trichrome and Sirius Red methods. Shown are representative images of interstitial and perivascular fibrosis from doxorubicin‐treated mouse hearts. Scale bars = 100 μm. (B) IHC staining of α‐SMA in doxorubicin‐administrated mouse myocardium. Red arrows indicate replacement fibrosis. Scale bars = 100 μm. (C) Downstream effectors smad2 and smad3 protein levels in heart lysates were analysed using western blot. GAPDH was used as a loading control. (D) Human cardiac fibroblasts were exposed to ginsenoside Rh2 at 2.5, 5, 10 μg/ml for 12 h, then subjected to 10 ng/ml of TGF‐β1 for extra 24 h. Protein extracts were analysed with the indicated antibodies. GAPDH was used as a loading control. (E) HUVECs were treated with 100 nM doxorubicin for 7 days, followed by 2.5, 5, 10 μg/ml of Rh2 exposure for extra 7 days. Cell extracts were incubated with endothelial markers CD31 and myofibroblast markers α‐SMA and vimentin. Beta Actin was used as a loading control. (F) Detection of CD206 expression in the vehicle and doxorubicin‐treated heart sections by immunohistochemistry analysis. Scale bars = 100 μm. (G) Fold changes of mRNA levels of inflammation markers. Levels of each protein in the control group were arbitrarily set to zero. Data shown represent a log2‐fold change in expression relative to control. Signals higher than control were shown in red; signals lower than control were shown in green. *p < .05 versus control; ^#^ *p* < .05 versus Dox

To elucidate how fibrosis originates in heart tissue, we next evaluated the regulator proteins in TGF‐β1 signalling. In compared to doxorubicin‐alone‐treated mice, elevated activation of proteins smad2 and smad3 were significantly suppressed by the combination of ginsenoside Rh2. Additionally, fibrosis markers α‐SMA and COL1A1 protein expressed to a lesser extent accordingly (Figure 7C). In culture, Rh2 inhibited fibroblast to myofibroblast transition (FMT) when cardiac fibroblasts were exposed to TGF‐β1 for 24 hours, demonstrating that Rh2 targeted TGF‐β signalling (Figure 7D).

As the endothelial–mesenchymal transition (EndMT) process can give rise to activated myofibroblasts involved in many fibrotic diseases, we tested the possibility that Rh2 decreased EndMT in dox‐challenged fibrosis herein. We treated human umbilical vein endothelial cells (HUVEC) with doxorubicin, followed by exposure of various concentrations of Rh2 (2.5, 5, and 10 μg/ml), and measured the marker proteins by western blot analysis. Doxorubicin reduced the levels of CD31 protein, whereas it increased specific cell markers such as α‐SMA and vimentin. Intriguingly, Rh2 despite eliciting little change in endothelial markers, significantly reduced the α‐SMA and vimentin protein levels in doxorubicin‐exposed cells (Figure 7E).

Since necrotic myocytes release endogenous damage‐associated molecular patterns (DAMPs), which activate resident macrophages to release pro‐inflammatory cytokines that trigger tissue fibrosis, we evaluated CD206 positive cells in the heart section by immunohistochemistry analysis. In the presence of Rh2 and doxorubicin, CD206 positive cells were significantly reduced. In contrast, doxorubicin alone group, CD206 positive cells were greatly increased, indicating vigorous fibrosis induction (Figure 7F).

We sorted the fold changes of the matrix metalloproteinases (MMPs) and their inhibitors (TIMPs) in the heart tissues that are closely related to cardiac remodelling following damage (Figure 7G). 

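Of the metalloproteinase genes in Dox against Control, Mmp28 (chromosome 11, 83440768 to 83463040, with 421 counts against 233) had a log2 fold change of 0.84 (95% interval 0.61 to 1.08 from counting error and 0.13 to 1.55 with the common dispersion), and Mmp19 (615 against 357 counts) one of 0.77 (interval with the dispersion 0.07 to 1.47). Mmp3 (696 against 395 counts) had a log2 fold change of 0.80 (0.11 to 1.5). The interval with the dispersion included 0 for the next 7 genes, whose log2 fold changes were 1.01 for Mmp27, 0.79 for Mmp9, 0.51 for Mmp8, 0.49 for Mmp17, 0.32 for Mmp23, 0.23 for Mmp2 and 0.07 for Mmp14. Mmp8 and Mmp27 had 29 and 17 counts in Control. The table holds no gene named Mmp4. The direction of none of these 10 values changed with DESeq2's size factors, a prior count of 2 or the FPKM values.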

Doxorubicin increased MMPs levels of MMP2, MMP4, MMP8, MMP9, MMP14, MMP17, MMP19, MMP23, MMP27, and MMP 28. In the presence of 30 mg/kg Rh2, all the MMP detected were suppressed except MMP8 and only TIMP3 was slightly elevated. Additionally, Rh2 at 20 mg/kg suppressed MMP8, MMP17, and MMP28, while increasing TIMP1, TIMP2, and TIMP3. 

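In Rh2-30 mg/kg + Dox, Mmp8 had 167 counts, a log2 ratio to Dox of 1.93 (95% interval 1.45 to 2.47 from counting error and 1.10 to 2.76 with the common dispersion). Mmp28 had 232, a log2 ratio of -0.91 (-1.62 to -0.19 with the dispersion). The log2 ratio to Dox was between -0.58, for Mmp19, and -0.12, for Mmp14, in Mmp2, Mmp9, Mmp14, Mmp17, Mmp19 and Mmp23, and 0.11 in Mmp27, each with an interval that included 0 once the dispersion was added. For the inhibitors, the log2 ratio to Dox was -0.72 for Timp1, -0.25 for Timp2, 0.17 for Timp3 (-0.51 to 0.84 with the dispersion) and 1.61 for Timp4 (0.93 to 2.29). Timp4 on chromosome 6 had 831 counts in Control, 1554 in Dox and 4904 in Rh2-30 mg/kg + Dox.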

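In Rh2-20 mg/kg + Dox, Mmp8 had 274 counts and a log2 ratio to Dox of 2.57 (interval with the common dispersion 1.75 to 3.39). The log2 ratio to Dox was -0.43 for Mmp17 (-1.15 to 0.30) and -0.78 for Mmp28 (-1.49 to -0.07). For the inhibitors it was 0.50 for Timp1 (-0.23 to 1.22), 0.18 for Timp2 (-0.50 to 0.85) and -0.03 for Timp3 (-0.71 to 0.64), which was 0.02 with the FPKM values plus 1.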

Interestingly, MMP 13 and MMP16 were reduced by both Rh2 groups and Dox and Rh2 30 mg/kg groups.

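Mmp13, on chromosome 9 from 7272514 to 7283333, had 65 counts in Control, 65 in Dox, 61 in Rh2-20 mg/kg + Dox and 44 in Rh2-30 mg/kg + Dox. Its log2 fold change against Control was -0.01 in Dox, -0.23 in Rh2-20 mg/kg + Dox and -0.62 in Rh2-30 mg/kg + Dox (95% interval -1.21 to -0.05 from counting error and -1.49 to 0.25 with the common dispersion). With the FPKM values plus 0.1 the value in Dox was 0.02. Without Dox it was -1.65 in Rh2-20 mg/kg (-2.62 to -0.69 with the dispersion) and -1.07 in Rh2-30 mg/kg (-1.96 to -0.17). Mmp16, on chromosome 4 from 17853072 to 18117479, had 429 counts in Control and log2 fold changes of -0.34 in Dox, -0.11 in Rh2-20 mg/kg + Dox, -0.66 in Rh2-30 mg/kg + Dox, -0.16 in Rh2-20 mg/kg and 0.27 in Rh2-30 mg/kg. Each of these intervals for Mmp16 included 0 once the dispersion was added, and its value in Rh2-30 mg/kg was -0.12 with the FPKM values plus 1.

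**Figure D3:**
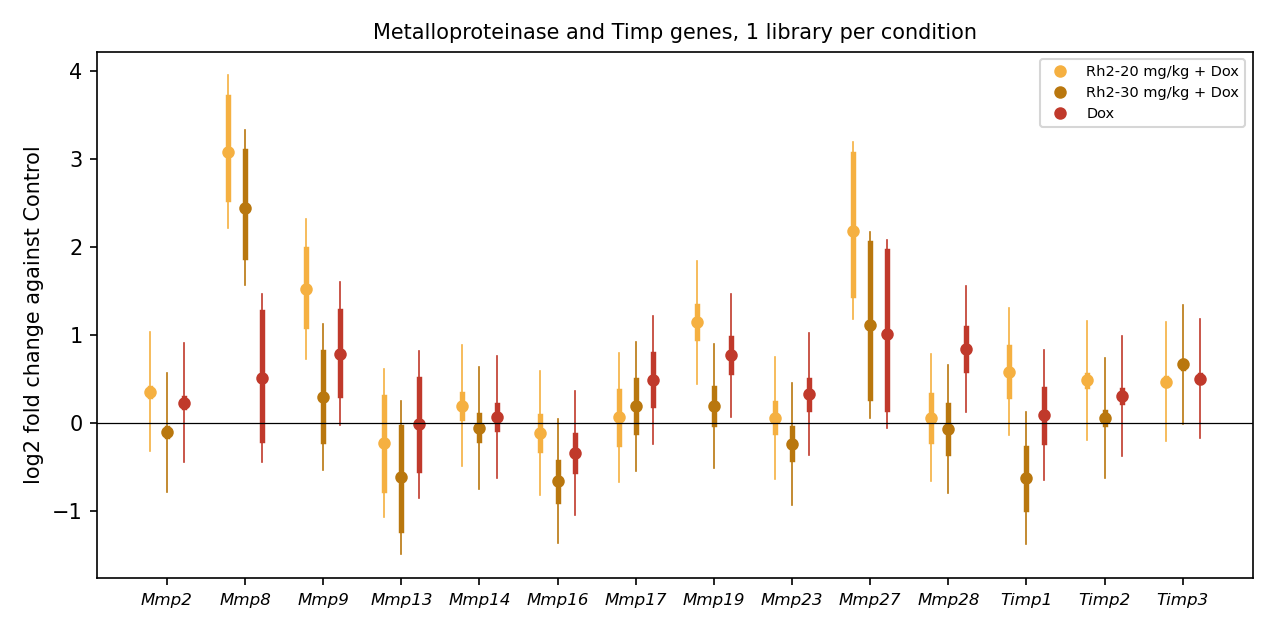
Log2 fold change against Control (vertical axis) of 11 metalloproteinase genes and 3 Timp genes (horizontal axis) in the 3 libraries with Dox, 1 library per condition. Points are values, thick bars 95% intervals from counting error and thin bars intervals that add the common dispersion. The largest values are those of Mmp8, 3.08 in Rh2-20 mg/kg + Dox and 2.45 in Rh2-30 mg/kg + Dox.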

Strikingly, doxorubicin‐challenged heart developed severe fibrosis. In contrast, ginsenoside Rh2 moderately ameliorated this stress.

### 3.7 Ginsenoside Rh2‐induced premature senescence of myofibroblasts

As premature senescence of myofibroblast may prevent proliferation and trigger matrix degradation, Rh2 might be a possible inducer of senescence in myofibroblast. After combination treatment with Rh2 for 3 weeks, mice showed increased levels of both mRNA and protein of p21, a senescence marker, in the heart tissues than the doxorubicin individual group (Figure 8A). 

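The RNA of p21 (Cdkn1a), on chromosome 17 from 29090979 to 29100722, had 230 counts in Control, 431 in Rh2-20 mg/kg, 559 in Rh2-30 mg/kg, 681 in Rh2-20 mg/kg + Dox, 753 in Rh2-30 mg/kg + Dox and 368 in Dox. Against Dox, the log2 ratio was 0.76 in Rh2-20 mg/kg + Dox (95% interval 0.58 to 0.95 from counting error and 0.06 to 1.46 with the common dispersion) and 0.98 in Rh2-30 mg/kg + Dox (0.80 to 1.17 and 0.29 to 1.68). Against Control, the log2 fold change was 0.66 in Dox, 1.43 in Rh2-20 mg/kg + Dox and 1.65 in Rh2-30 mg/kg + Dox, and without Dox 0.79 in Rh2-20 mg/kg and 1.09 in Rh2-30 mg/kg.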

Increased levels of p21 and p16 were detected by immunohistochemistry in heart sections. A higher level of p21 in myofibroblast was explicitly observed in Rh2 combination groups, and a significant elevation of p16 was confirmed in myocardiocytes of Dox‐treated mouse hearts. (Figure 8B). To identify the senescent cells, we further assessed the protein levels of senescence markers using immunocytochemistry (Figure 8C) and western blot (Figure 8D) in Dox‐exposed human cardiac fibroblasts (HCF) and HUVEC cells. In both cell lines tested, Rh2 significantly increased the expression level of p21 compared with the doxorubicin alone group, while little changes were observed in p16/pRb signalling. To evaluate the biological relevance of premature senescence in myofibroblast differentiation, we investigated the cardiac fibroblasts with p21 or p53 knockdown by siRNA. Results showed that p21 or p53 knockdown significantly reduced the suppression of Rh2 on the expression of myofibroblast marker α‐SMA (Figure 8E). Thus, Rh2 may attenuate excessive fibrosis following Dox treatment by specifically enhancing premature senescence in cardiac fibroblast differentiated myofibroblasts.

**FIGURE 8:**
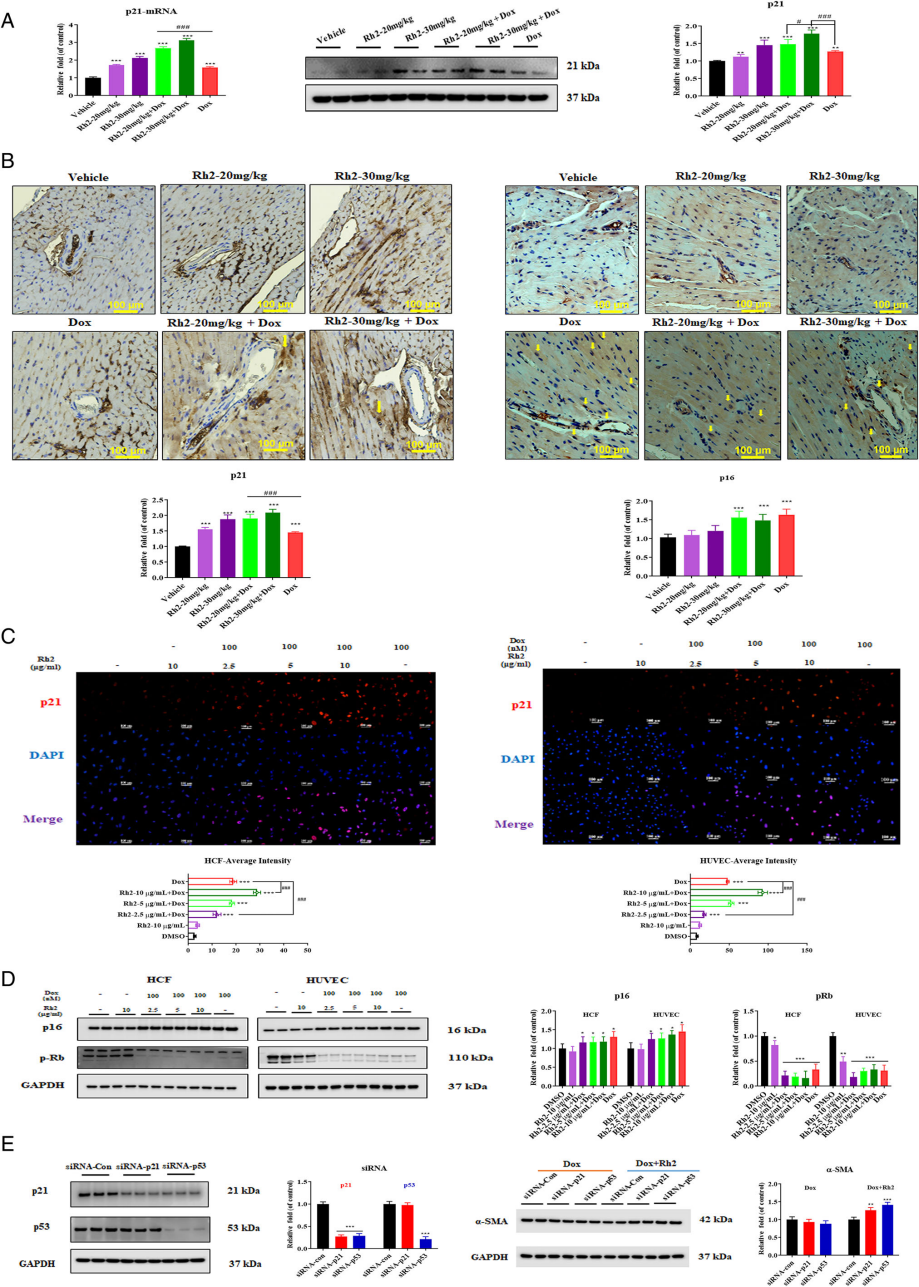
Rh2 specifically induced senescence in cardiac fibroblasts differentiated myofibroblasts. (A) Heart tissues were analysed with p21 at both mRNA and protein levels. Quantifications were shown. GAPDH was used as a control. (B) Representative sections of hearts stained with p21 and p16 and quantifications. Positive cells were indicated by yellow arrows. Scale bars = 100 μm. (C) HCF and HUVEC cells were treated with 100 nM doxorubicin for 7 days, followed by treatment with Rh2 or DMSO for 7 days. Cells were then fixed, washed, and probed with the p21 antibody. The expression level of p21 was determined by fluorescence microscopy (one representative of three independent experiments is shown). Scale bars = 100 μm. (D) Protein levels of p16 and phosphorylated Rb were analysed by western blot. GAPDH was used as a loading control. (E) p21 or p53 silenced Dox‐treated HCF cells were analysed for α‐SMA by western blot. Cells were treated with or without 10 μg/ml of Rh2 for 48 h and then transfected with siRNAs for extra 48 h; quantifications of siRNA efficiency of p21 and p53 were shown. GAPDH was used as a loading control. *p < .05 versus control; ^#^ *p* < .05 versus Dox

## 4 DISCUSSION

Dox, a prototype agent of anthracycline antibiotics, has been widely applied but limited to its acute and chronic cardiotoxicity.^18^ Indeed, natural compounds might be effective for the synergistic action of Dox while protecting against cardiac damage.^19^ In the present study, we interrogated ginsenoside Rh2 as a viable supplement for Dox application in cancer treatment. Our findings herein demonstrated that ginsenoside Rh2 ameliorated Dox‐induced cardiotoxicity and simultaneously enhanced its anticancer activity in a breast cancer‐bearing mouse model (Figure 9). These results indicated that Rh2 afforded its protection by reducing cardiac apoptosis, inflammation, and fibrosis evidenced by histological and pathological observation, immunoblotting analysis, and RNA‐sequencing analysis. 

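On the comparison of the 3 libraries with Dox with the 3 without, 12 gene lists were tested with camera at its preset correlation between genes, with adjustment over the lists. The G2/M phase list was lower with Dox, with a median log2 fold change of -1.08 (adjusted p = 3.79e-46 from camera), and 46 of its 54 genes were lower. Of these genes, 34 passed an adjusted p-value of 0.05 when adjusted over the list alone and 2 when adjusted over all genes tested. The kinetochore and spindle list had a median of -1.12 (adjusted p = 1.51e-39 from camera), with 42 of 45 genes lower, 28 of which passed adjusted over the list alone and 1 over all genes tested. The S phase list had a median of -0.15 (adjusted p = 1.26e-11 from camera), with 36 of 43 genes lower and 12 that passed adjusted over the list alone. None of its genes passed over all genes tested, and 16 had an unadjusted p-value under 0.05. The chemokine list was lower, with a median of -0.25 (adjusted p = 0.0213 from camera) and 27 of 36 genes lower. No chemokine gene passed either adjustment, and 7 had an unadjusted p-value under 0.05. The p-values at the preset correlation are far smaller than those of the other tests, and in a split of the libraries not by Dox the unadjusted p-value of the G2/M list still reached 1.13e-12 from camera. With an estimated correlation the adjusted p-value from camera was 0.0374 for the G2/M list, 0.0374 for the kinetochore list and 0.0284 for the S phase list, and from fry 0.0135, 0.0135 and 0.00238. So the calls for these 3 lists held, and those for chemokines, macrophage genes, fibrosis genes and Toll-like receptors did not. The T cell list did not pass (median -0.37, adjusted p = 0.112 from camera, 12 of 17 genes lower). No T cell gene passed either adjustment, and 6 had an unadjusted p-value under 0.05. For the cytokine list the median was -0.31 (adjusted p = 0.0916 from camera, 6 of 8 genes lower), with 0 genes at an unadjusted p-value under 0.05. The interferon response list had a median of 0.00 (adjusted p = 0.0856 from camera), with 15 of 29 genes lower, and 1 gene passed both adjusted over the list alone and over all genes tested. Leaving out 1 library at a time changed the calls of 8 of the 12 lists, among them the macrophage, fibrosis, p53 target and Toll-like receptor lists. The interferon response list was lower without the Dox library (adjusted p = 0.00576 from camera) and higher without Control (0.0019), Rh2-20 mg/kg + Dox (0.0093) or Rh2-30 mg/kg + Dox (5.64e-07), with 0.481 as its highest adjusted p-value over these fits. The chemokine list did not pass without Rh2-20 mg/kg (0.0934), Rh2-30 mg/kg (0.146) or Rh2-30 mg/kg + Dox (0.874), and its lowest adjusted p-value was 0.000585. The cytokine list passed without Rh2-20 mg/kg + Dox (0.0469) or Dox (0.0224), in a range up to 0.507, and the T cell list without Dox (0.0141), in a range up to 0.635.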

We identified the transcriptome changes of hearts among groups by RNA‐sequence analysis that provided several readouts: (1) Dox treatment predominantly targets the cell cycle and attachment of microtubules in heart, (2) Dox specifically exhibits a hyperactive immune response including tumour necrosis, chemokine, and interferon‐gamma production, response to cytokine and chemokine, and T‐cell activation. (3) Dox pointedly targets fibroblast and stem cell proliferation. (4) Rh2 markedly targets the hyperactivation of cytokines and immune cells.

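In Rh2-30 mg/kg + Dox against Dox, the chemokine list had a median log2 ratio of -0.77, below all random lists, the cytokine list one of -0.58 (percentile 4.65) and the T cell list one of -0.44 (percentile 8.32). In Rh2-20 mg/kg + Dox the same lists had medians of 0.06 (percentile 75.9), -0.05 (percentile 36.9) and -0.37 (percentile 2.39). The interferon response list had a median of -0.70 in Rh2-20 mg/kg + Dox and -1.07 in Rh2-30 mg/kg + Dox, both below all random lists, and 0 of its genes were higher than in Dox in either library. The macrophage list (19 genes) was at 0.27 in Rh2-20 mg/kg + Dox (percentile 99.99) and -0.51 in Rh2-30 mg/kg + Dox (percentile 0.01). Lists of tissue markers differed between the same libraries. In Rh2-30 mg/kg + Dox against Dox their medians were -5.30 for atrial, -3.55 for platelet and -2.73 for erythroid genes. In Rh2-20 mg/kg + Dox against Dox they were 0.08, 0.54 and -0.94. The chemokine list holds the platelet genes Pf4 and Ppbp. How far the medians above follow tissue content and not Rh2 was not tested. Of the 454 genes called in Dox alone, 99.8% were nearer to Control in Rh2-20 mg/kg + Dox and 99.8% in Rh2-30 mg/kg + Dox. When Rh2 + Dox libraries were simulated with the same true levels as Dox, the shares were 99.99% and 100%, since the set leaves out genes called in the other libraries with Dox. Of all 1402 genes called in Dox, a set chosen after seeing the data, 73.3% and 72.2% were nearer to Control, and the simulated shares were 65.8% and 65.6%. The simulation called 2095 genes on average, so these are not matched values for the 1402.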

**FIGURE 9:**
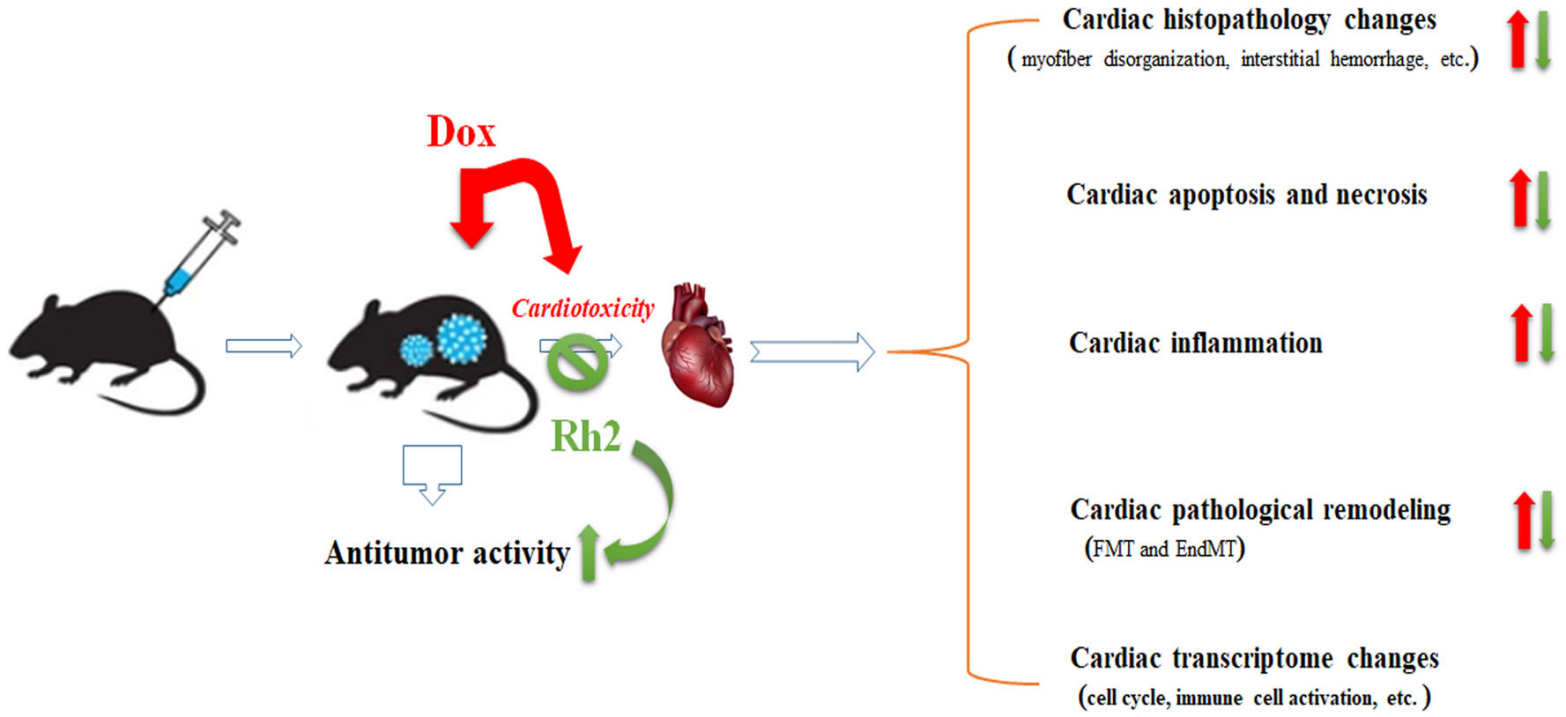
Schematic representation of protection by Rh2 against Dox‐mediated cardiotoxicity in breast tumour‐bearing mice

We examined the histological pattern of the myocardium. Dox‐induced pathological changes with dominated areas of apoptosis and necrosis, which are the most plausible intracellular signalling mechanisms underlying cardiotoxicity.^20^ Generally, Dox promotes apoptosis by regulating proapoptotic proteins and death receptors. Our apoptosis array data validated the higher expression of proapoptotic proteins and TRAIL‐R2 and further showed suppressed levels of Catalase, HO‐2, HSP27, HSP60, and XIAP, suggesting activation of both intrinsic and extrinsic pathways. These proapoptotic factors were remarkably reduced by Rh2 treatment, notably with the 30 mg/kg group. Moreover, pathed myocardial necrosis with intracytoplasmic vacuolation was observed, accompanied by proinflammatory cytokine release and inflammatory cell infiltration. Studies have formerly indicated that Dox induces mitochondrial hyper‐activation, ROS generation, DNA damage, and consequent necrosis.^21^ Furthermore, necrotic myocardial cells release DAMPs that can sufficiently provoke myocardial inflammation.^22^ 

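The list of Toll-like receptor genes, with 11 of 12 genes tested, had a median log2 fold change of 0.05 in Dox against Control, at percentile 62.4 of the random lists, with 6 of the 11 genes higher. With the FPKM values plus 1 this median was -0.04. The median was 0.08 in Rh2-20 mg/kg, 0.71 in Rh2-30 mg/kg (percentile 99.96), 0.19 in Rh2-20 mg/kg + Dox and -0.42 in Rh2-30 mg/kg + Dox (percentile 1.11). Over the 3 libraries with Dox against the 3 without, the list was lower, with a median of -0.47 (adjusted p = 0.00185 from camera), and 10 of 11 genes were lower. No gene passed adjusted over the list alone or over all genes tested, and 2 had an unadjusted p-value under 0.05. The list did not pass without Rh2-30 mg/kg (adjusted p = 0.0568 from camera) or Rh2-30 mg/kg + Dox (0.103), and its lowest adjusted p-value over the fits that each left out 1 library was 1.58e-05.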

Our results revealed strong Toll‐like Receptor (TLR) activations after the Dox challenge. This might be the mechanism behind necrosis‐associated cardiomyopathy since TLRs could recognize various DAMPs released from necrotic cardiomyocytes.^23^ 

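The RNA of Il6, on chromosome 5 from 30013114 to 30019975, had 34 counts in Control and 10 in Dox, a log2 fold change of -1.73 (95% interval -2.96 to -0.73 from counting error and -2.93 to -0.53 with the common dispersion). It had 18 counts in Rh2-20 mg/kg + Dox and was listed at 0 in Rh2-30 mg/kg + Dox, at least 11.8-fold lower than Control. Il1b, on chromosome 2 from 129364569 to 129371164, had 292 counts in Control and 278 in Dox, a log2 fold change of -0.08 (interval with the dispersion -0.80 to 0.63). Its log2 ratio to Dox was 0.38 in Rh2-20 mg/kg + Dox and -0.73 in Rh2-30 mg/kg + Dox, with intervals of -0.32 to 1.09 and -1.46 to 0.00 once the dispersion was added.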

Correspondingly, inflammatory factors such as IL‐6, IL‐1β, and TNFα were significantly elevated at both mRNA and protein levels after Dox treatment. However, combination with ginsenoside Rh2 significantly reduced the levels of apoptosis‐related proteins, inflammatory factors, and necrosis, leading to attenuated cardiac damage. Additionally, we can conclude the possible contribution of tumour‐derived systemic inflammation to the higher levels of cytokine release in Dox‐free control groups.

Histological observations of cardiac apoptosis and necrosis may well explain the latent cardiomyopathy with severe dysfunctions in patients treated with Dox. Support for this hypothesis comes from the well‐documented cardiac fibrosis that is a common cause of mortality.^24^, ^25^ Sterile inflammation contributes to the heart injury by releasing pro‐inflammatory cytokines and TGF‐β to initiate a fibrotic response. Our present study revealed remarkably increased CD206 positive M2‐macrophage in Dox‐challenged mouse heart. Consequently, TGF‐β/Smad signalling pathways were robustly triggered by the contribution of these inflammatory cells. The results implicated the macrophage in Dox‐involved cardiac fibrosis, which is in agreement with previous research that claims innate immunity effector cells as the drivers of cardiac fibrosis.^26^ Myofibroblast activation is generally derived from EndMT and FMT pathways via various fibrotic mediators, and in cultures, we found that Dox treatment was able to activate both EndMT and FMT pathways. Intriguingly, with the combination of Rh2, Dox‐related excessive macrophage differentiation and EndMT and FMT activation were partly attenuated, which may represent the essential mechanism underlying the anti‐fibrotic effect. Furthermore, by regulating extracellular matrix (ECM) degradation, MMPs play a vital role in the development of fibrosis, and some are closely related to cardiomyopathy and heart failure.^27^, ^28^ The combination of Rh2 and Dox proportionally suppressed the levels of selected MMPs compared with the single Dox treated group. Nonetheless, based on the present results, we speculated that Rh2 also regulated cardiac fibrosis with MMPs.

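The list of metalloproteinase genes, with 16 of 21 tested, had a median log2 ratio to Dox of 0.13 in Rh2-20 mg/kg + Dox (percentile 88.5 of the random lists), with 9 of the 16 genes higher, and of -0.40 in Rh2-30 mg/kg + Dox (percentile 1.53), with 4 higher. Against Control the median was 0.31 in Dox (percentile 98.8), 0.13 in Rh2-20 mg/kg + Dox and -0.06 in Rh2-30 mg/kg + Dox. Over the 3 libraries with Dox against the 3 without, the list had a median of 0.17 (adjusted p = 0.432 from camera), and 1 gene had an unadjusted p-value under 0.05 and none passed adjusted over the list alone or over all genes tested. Rh2-30 mg/kg + Dox and Dox also differed in tissue markers, with a median log2 ratio of -3.55 for platelet and -5.30 for atrial genes.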

Cell cycle arrest, a common consequence of Dox treatment, is one of the drivers of cellular senescence. Senescent cells are believed to contribute to a wealth of diseases, especially aging‐related pathologies. We observed the induction of senescence in cardiac fibroblasts and blood vessel endothelial cells as well as cardiomyocytes in response to Dox. Moreover, in cardiac fibroblasts, elevated senescence markers are accompanied by increased levels of α‐SMA and vimentin, suggesting senescence occurs in myofibroblast differentiation triggered by Dox, and Rh2 specifically enhanced the premature senescence identified by ICC and IHC analyses. This effect may partially explain the antifibrotic mechanism of Rh2 since it is in line with a previous report claiming that premature senescence in myofibroblast is a potential therapeutic target in myocardial fibrosis.^29^ Furthermore, our results also demonstrate that Rh2 suppresses the expression of myofibroblast marker α‐SMA via senescence, which is manifested by knockdown of p21 or p53 in cardiac fibroblasts. Intriguingly, after exposing Dox‐provoked blood vessel endothelial cells to Rh2, we observed a decrease in myofibroblast markers α‐SMA, indicating that Rh2 is likely to reverse the established myofibroblast differentiation and further ameliorate the EndMT‐Fibrosis process. Although previous studies demonstrated that it was able to reduce the risk of fibrosis via reversible modulation of myofibroblast differentiation,^30^, ^31^ further experiments are warranted to explain the putative mechanism underlying Rh2. Senescence in cardiomyocytes involves a decreased replicative capacity and impairment of reparative and regenerative ability,^32^ which facilitates Dox‐induced cardiotoxicity. Indeed, we confirmed senescence in cardiomyocytes by increased protein levels of p16 and p21 after the Dox challenge, while treatment of Rh2 did not statistically affect senescence.

Although we demonstrated Rh2 to protect the heart from apoptosis and necrosis, inflammatory response, and fibrosis, explicit causal interactions among these factors regulated by Rh2 were not well‐described in the present study. Herein, the treatment course lasted for 3 weeks, and acute cellular senescence was triggered. Generally, transient senescence has an important role in addressing the function of heart development and regeneration, whereas the progressive accumulation of senescent cells is implicated in the heart during aging and closely related to the decline in heart function at a late age. Especially, how Rh2 regulates these senescent cells in long‐term or aged models is not clear. Additionally, in the current study, we inferred that lower bioavailability may be attributed to moderate protection. Therefore, experimental datasets are needed to explain the cause and effect relationship and efficient drug delivery in a future study.

Collectively, apart from direct anti‐apoptosis and necrosis, and inflammation, we postulated that Rh2 elicited weakened pathological remodelling to protect the heart from Dox‐induced cardiac injury during cancer treatment. In particular, Rh2, a readily available natural compound, selectively targets myofibroblasts by senescence and reverses established myofibroblast differentiation, which may provide a novel supplement for the Dox regimen.

## AUTHOR CONTRIBUTIONS

Jingang Hou, Yejin Yun and Sunchang Kim designed the work. Jingang Hou collected data and wrote the manuscript. Changhao Cui contributed ginsenoside preparation. All the authors approved this work.

## CONFLICT OF INTEREST

We declare no conflict of interest.

## Data Availability

Data available on request from the authors.

How the deposited data were processed for this re-analysis (not part of the article)

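The authors sequenced RNA from hearts of tumour-bearing mice, with 1 library for each of 6 conditions and 5 hearts pooled in each library. The conditions were Control, Rh2-20 mg/kg, Rh2-30 mg/kg, Rh2-20 mg/kg + Dox, Rh2-30 mg/kg + Dox and Dox, and each library was matched to its condition by the label it carries. There was no second library for any condition.

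The authors' deposited read count values were whole numbers per gene without normalization, made by trimming the reads for low quality, aligning them to mm10 with HISAT and estimating abundance with StringTie on the UCSC table browser's annotation, with genes identified by NCBI Gene ID. The authors' deposited FPKM values were per kilobase of transcript and scaled to the mapped fragments of the library, by StringTie. The authors' deposited TPM values were scaled to the same total in each library, by StringTie, and are not used here. The FPKM values served only as alternatives to the counts. The files hold the authors' alignment and counting, so reads of similar genes were assigned by the authors' tools. Each library held 86164411 to 90621002 counts over 45777 genes, of which 26776 had a count in at least 1 library. At this depth a gene with many counts is measured to a few percent by counting alone, and the dispersion between libraries sets the wider limit, 0.67 on the log2 scale to either side.

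Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes with a mean of at least 10 counts over the 6 libraries were tested (18328), with TMM normalization. For calls against Control, edgeR's exact test used 1 common dispersion of 0.0285, estimated from all libraries as 1 group, and the study's criteria of a fold change of at least 2 and a raw p-value under 0.05. The paper states edgeR as the tool and these cut-offs, with an independent t-test named for the raw p-value of the clustered transcripts. Its text does not name the dispersion or a filter on low counts. The overlap of calls was set beside 30 simulated sets of unchanged groups that share the Control library. The return toward Control in the Rh2 + Dox libraries was set beside simulated libraries with the same true levels as Dox. Both simulations gave every gene the common dispersion.

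The comparison of the 3 libraries with Dox with the 3 without used edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Gene lists in it were tested with camera from limma, and with fry, with adjustment over the 12 lists (S phase, G2/M phase, kinetochore and spindle, p53 targets, chemokines, T cell, interferon response, macrophage, fibrosis, cytokines, Toll-like receptors and metalloproteinases). In single comparisons, a list's median log2 fold change was placed among 10000 random lists of the same size, drawn from the same 20 classes of mean expression, without a p-value. Further lists held genes of the heart, Timps, senescence, the proteins the paper measures, sex, and markers of the atrium, skeletal muscle, white fat, brown fat, lung, blood (erythroid), liver, epidermis, B cells, mesothelium and neutrophils. Libraries were clustered on z-scores of the union of DEGs with Euclidean distance and complete linkage, as in the paper.

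Log2 fold changes of single genes used TMM-normalized counts with a prior count of 0.5. Their 95% intervals came from the exact conditional binomial distribution of the pair of counts, and wider intervals added the common dispersion. A library with 3 counts or fewer was taken as at the limit of detection, and for a count of 0 the fold is given as at least that from 3 counts. The genes named are those the paper names with an RNA level or in Fig. 6B, Fig. 7G and Fig. 8A, those of the proteins it measures in heart, and the 3 genes with the largest mean rise and the 3 with the largest mean fall among the DEGs common to the 3 Dox comparisons. Other genes named were chosen after their values were seen. The comparisons, the lists, the rule for named genes and the alternatives were chosen before the data were examined. The exceptions are the lists of interferon gamma targets, type I interferon targets and platelet genes, and 2 alternatives named where they are used. Before use, the steps were tested on simulated data with known changes.

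The alternatives were a biological coefficient of variation of 0.1 or 0.4, DESeq2's size factors, no filter on low counts, only genes with a count above 0 in every library, adjusted in place of raw p-values, Rh2 dose as a term, DESeq2's Wald test, each library left out in turn, other list tests, other clustering inputs, a prior count of 2, and the FPKM values plus 1 or plus 0.1. The paper's Gene Ontology terms were not tested, as the files carry none. Proteins, tissue sections, plasma values and cell cultures were not analysed here. The values of 1 named gene are not reported here.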

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

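In this part, the tests on atrial, white fat, brown fat and Oas1 genes were chosen only after the result was seen, with the test of a general interferon response changed from 1 library to 3 after a first version had come out the same way, whereas the tests on the order of the libraries and on platelet genes were set before theirs.

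A list of 6 genes of the atrium, which the paper does not discuss, was far above Control in 3 libraries, with 6 of 6 genes higher in each, and higher in Rh2-20 mg/kg for 4 of the 6, with Nppa (3252 counts against 3607) and Dkk3 (335 against 386) lower there. The median log2 fold change was 8.74 in Rh2-30 mg/kg (7.54 with the gene at the limit of 3 counts set to its bound), 6.32 in Rh2-20 mg/kg + Dox, 6.07 in Dox (5.66 with the bound) and 2.85 in Rh2-20 mg/kg (1.43 with the bound), and -0.45 in Rh2-30 mg/kg + Dox. The most abundant were Nppa, with 3607 counts in Control and 56331 in Rh2-30 mg/kg, and Myl7, with 56 and 52896. In Rh2-30 mg/kg + Dox, Myl7 had 19 counts. The heart list also holds Nppa, and 5 of the 6 genes had more than 3 counts in Control. For these genes, the ratio of the library with Dox to that without also changed direction between Rh2 doses. The median log2 ratio of the library with Dox to that without was 6.07 at no Rh2 and 2.90 at 20 mg/kg, with 6 of 6 genes higher in each, and -7.19 at 30 mg/kg, with 0 of 6 higher. The bound of Sln, at 0 counts in Rh2-30 mg/kg + Dox, lies on the low side and leaves the last median as it is. This difference between Rh2 doses was not tested, as each ratio rests on 1 library per side. The opposite directions argue against a Dox effect that is the same at each Rh2 dose as the cause of the atrial differences. An effect of Dox that depends on the Rh2 dose stays open. Library totals of 86164411 to 90621002 leave no room for depth as a cause of ratios of this size. The atrial genes moved together: their median pairwise correlation over the 6 libraries was 0.861, and the upper limit of the 95% range of random lists was 0.364. These values are consistent with different amounts of atrial tissue in the pooled hearts, which is a candidate explanation. Whether the tissue differed by dissection or by an effect of the treatments on the atria stays open and was not tested. Of 3660 DEGs outside the atrial and white fat lists, 131 (3.58%) had a correlation of at least 0.9 with the mean of the atrial genes. Genes of the other marker lists stayed in this set. Of the 720 orders of the libraries, 13 gave as many, the median was 14 and the highest 194, so a chance order is an unlikely source of this number.

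White fat genes, also outside the paper's discussion, were above Control in the same 4 libraries. Of the 8 genes, 7 were tested and 6 had more than 3 counts in Control. The median log2 fold change was 5.35 in Rh2-30 mg/kg, 3.29 in Dox, 2.35 in Rh2-20 mg/kg + Dox, 2.14 in Rh2-20 mg/kg and -3.60 in Rh2-30 mg/kg + Dox (-2.79 with genes at the limit set to their bound). The most abundant, Car3, had 333 counts in Control, 13564 in Rh2-30 mg/kg and 12 in Rh2-30 mg/kg + Dox, and Cfd had 287, 13390 and 20. Of 5 brown fat genes, 2 (Cpt1b and Cidea) had more than 3 counts in Control, and Ucp1 had 0. Their median log2 fold change in Rh2-30 mg/kg was 9.53, or 6.86 with genes at the limit set to their bound. Ucp1 had 6442 counts in Rh2-30 mg/kg and at most 12 in any other library, at least 1887-fold above Control. Elovl3 had 453 counts in Rh2-30 mg/kg, Otop1 397 and Cidea 1900, and 4 of the 5 brown fat genes were highest there, whereas Cpt1b, the most abundant in Control with 43477 counts, was highest in Rh2-30 mg/kg + Dox. The white fat genes had a median pairwise correlation of 0.980 over the libraries, and the upper limit for random lists was 0.403. Fat tissue in different amounts, and brown fat tissue in the pool of Rh2-30 mg/kg, are candidate explanations. An effect of Rh2 or Dox on fat in or around the heart stays open, as untested.

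Oas1a, a gene the paper does not discuss, had 850 counts in Dox, 732 in Rh2-20 mg/kg + Dox and 447 in Rh2-30 mg/kg + Dox, and was listed at 0 in the 3 libraries without Dox. Oas1g had 382, 375 and 234 counts in the same libraries and 0 without Dox, as did LOC115490171 with 323, 208 and 200. Over 8 Oas1 genes the summed count was 2583 in Dox, 2055 in Rh2-20 mg/kg + Dox and 1407 in Rh2-30 mg/kg + Dox, and 313 in Control, 222 in Rh2-20 mg/kg and 287 in Rh2-30 mg/kg. The smallest log2 ratio of these sums between a library with Dox and one without was 2.11, which argues against reads that only moved between Oas1 genes. A general interferon response is argued against by the type I interferon targets, whose highest median log2 fold change in the 3 libraries with Dox was -0.25, and by Oas2, Oas3, Oasl1 and Oasl2, which were lower than Control in each of them. The targets leave out Rsad2, with 2349 counts in Control, 5605 in Dox, 2898 in Rh2-20 mg/kg + Dox and 516 in Rh2-30 mg/kg + Dox. Whether a count of 0 for Oas1a or Oas1g is a failed estimate by the authors' tools or an absence of reads cannot be told apart, since 8 genes were listed at 0 in 1 library and had at least 100 counts in each of the other 5, and 5 of these 8 were at 0 in Control. Counts confined to one side of a split of the libraries were found for 4 genes in the real split and 5 in another, so 2 of 10 splits gave as many. A chance division cannot be told apart from an effect of Dox by this count, as 10 splits allow no share under 0.1. An effect of Dox on the Oas1 genes stays open.

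Platelet genes were above Control in Dox and Rh2-20 mg/kg + Dox, and red blood cell genes in Dox. Pf4, with 524 counts in Control, had 2714 in Dox and 3616 in Rh2-20 mg/kg + Dox. Ppbp had 296, 1759 and 3571. Both belong to the chemokine list. A list of 10 other platelet genes, all with more than 3 counts in Control, had a median log2 fold change of 2.71 in Dox, 3.39 in Rh2-20 mg/kg + Dox, 0.86 in Rh2-30 mg/kg, -0.16 in Rh2-20 mg/kg and -0.20 in Rh2-30 mg/kg + Dox. Its most abundant gene in Rh2-20 mg/kg + Dox was Itgb3, with 6834 counts against 897 in Control. The erythroid list, with 11 of 15 genes tested and all 11 above 3 counts in Control, had a median of 1.39 in Dox, with 10 of 11 genes higher, 0.57 in Rh2-20 mg/kg + Dox, with 6 higher, -0.15 in Rh2-30 mg/kg, -0.47 in Rh2-20 mg/kg and -1.27 in Rh2-30 mg/kg + Dox. Hba-a1 had 99346 counts in Control and 273474 in Dox, and Hbb-bs 72575 and 237261. Hba-a1 resembles Hba-a2, so reads may have been split between the pair. The platelet value of 2.71 in Dox is consistent with more platelet RNA in that library, as a hypothesis. The amounts of blood left in the hearts and an effect of Dox on blood cells both stay open, and neither was tested.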

How the results depend on the processing

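In this part, 1 result was computed over a set chosen only after the result was seen, all genes called in Dox for the return toward Control.

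With a biological coefficient of variation of 0.4, the DEGs against Control numbered 364 in Rh2-20 mg/kg, 691 in Rh2-30 mg/kg, 579 in Rh2-20 mg/kg + Dox, 677 in Rh2-30 mg/kg + Dox and 546 in Dox, the union 1523 and the overlap of the 3 Dox comparisons 150, as a larger dispersion lets fewer genes pass. With Benjamini-Hochberg adjusted in place of raw p-values the same counts were 317, 1083, 780, 1099, 773, 2396 and 202, by the stricter criterion. Without a filter on low counts, where 26776 genes were tested, there were 1541 DEGs in Rh2-20 mg/kg, 2644 in Rh2-30 mg/kg, 2141 in Rh2-20 mg/kg + Dox and 2185 in Dox, and 5929 in the union. When only genes with a count above 0 in every library were tested, the overlap held 274, as genes at 0 in any library were left out. A coefficient of 0.1 and DESeq2's size factors kept each of these counts within 1.5 times its value.

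Between the 3 libraries with Dox and the 3 without, 5 genes passed. With Rh2 dose as a term 0 passed (1598 at an unadjusted p-value under 0.05), with DESeq2's Wald test 425, and with each library left out in turn 0 to 14, with 14 without Rh2-30 mg/kg + Dox and 3 without Rh2-30 mg/kg. The other 4 of these fits had 0, and 1475 to 1626 genes at an unadjusted p-value under 0.05. The cause was not tested. DESeq2's size factors and no filter each left 5 genes. Of 12 gene lists, 7 passed with camera's preset correlation, 3 with an estimated correlation and 3 with fry, and with Rh2 dose as a term each list kept its call. Leaving out each library gave 4 to 11 lists, with 4 without Rh2-30 mg/kg and without Rh2-30 mg/kg + Dox, and 11 without Dox. Causes of these changes were not tested. The interferon response list, which did not pass with all 6 libraries (adjusted p = 0.0856 from camera), was lower without Dox, with an adjusted p-value of 0.00576 (5.64e-07 to 0.481 over the fits that each left out 1 library, and up to 0.748 over the other alternatives), and the cause was not tested.

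Clustering on all tested genes placed 2 libraries on the other side, and the cause was not tested. Log2 values without scaling and a Spearman distance misplaced 0. Without scaling, Rh2-30 mg/kg and Rh2-30 mg/kg + Dox split off before the others. Of all genes called in Dox, 73.3% were nearer to Control in Rh2-20 mg/kg + Dox and 72.2% in Rh2-30 mg/kg + Dox, where the genes called in Dox alone gave 99.8% in each, since that set leaves out by construction the genes called in the other libraries. With a coefficient of 0.1 or DESeq2's size factors these shares stayed at 99.8%.

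DESeq2's size factors and a prior count of 2 moved none of the 473 log2 values of named genes beyond its counting error. The FPKM values plus 1 moved 161 of 341 values against Control and 51 of 132 against Dox, and those plus 0.1 moved 111 and 25. Of 1892 alternative values, 48 had the other sign, each for a value of at most 0.27 in size. With the FPKM values plus 0.1, the median log2 fold change of all tested genes in Rh2-30 mg/kg was 0.16 against 0.03 with TMM, so values in that library are to be read relative to this shift. No list median moved with DESeq2's size factors by more than the range of random lists allows, whereas 15 of 60 against Control and 9 of 24 against Dox did with the FPKM values plus 1. The sign changed for the S phase list in Rh2-20 mg/kg (-0.01 to 0.03) and Rh2-30 mg/kg (-0.01 to 0.07), the fibrosis list in Rh2-20 mg/kg (-0.07 to 0.00) and the Toll-like receptors in Dox (0.05 to -0.04). Depth limits the genes with few counts: Il1a in Dox had an interval of -0.29 to 2.62 from counting error alone, and Ifng, at 0 in each library, allows no comparison.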

Differences from the paper's values

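No test in this part was chosen only after the result was seen, but 1 setting was, as named with its values.

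The values of Fig. 6B and Fig. 7G were not read by eye alone. The colour of each square was matched by pixel to the colour scale of its panel and the value rounded to 1 decimal. The error of this reading was not measured, and the differences below include it. A value counted as different when its sign was the other one or when the gap was larger than the standard error of the value here, from counting and the common dispersion. A small gap with opposite signs is therefore listed, while a larger one with the same sign can be left out. The legends of Fig. 6B and Fig. 7G and the text on them do not name the assay behind the mRNA levels. RNA-seq is the only mRNA assay in the paper's methods and was taken as the source, and with another assay the gaps below would not be differences from the deposited data.

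In Fig. 6B, read from its colours, the paper's log2 fold changes against Control in Rh2-20 mg/kg + Dox were about -1.7 for Il1b (here 0.30), about -0.9 for Il18 (here 0.36), about -0.9 for Tnf (here -1.5), about 0.6 for Tlr1 (here 0.19), about -0.5 for Tlr2 (here 0.074) and about 0 for Tlr7 (here 0.92). They were about -0.3 for Tlr8 (here 0.47), about 0.1 for Tlr11 (here -1.37), about 0.1 for Tlr13 (here 0.64), about 0.2 for Tlr4 (here -0.16) and about 0.5 for Tlr9 (here -0.84), in the same panel. In Fig. 6B, read from its colours, the paper's log2 fold changes against Control in Rh2-30 mg/kg + Dox were about -2.2 for Tlr2 (here -1.12), about -0.2 for Tlr5 (here 0.20), about -1.2 for Tlr7 (here 0.17) and about -1.7 for Tlr8 (here -0.47). In Fig. 6B, read from its colours, the paper's log2 fold changes against Control in Dox were about 0.6 for Il1b (here -0.083), about 1.4 for Il18 (here 0.036), about 1.3 for Tnf (here -1.23), about 0.9 for Tlr2 (here 0.15), about 0.5 for Tlr6 (here 0.054), about 1.5 for Tlr7 (here 0.19) and about 1.2 for Tlr8 (here -0.39). They were about 1.3 for Tlr11 (here -0.59), about 1 for Tlr13 (here -0.32), about 0.1 for Il12a (here -0.14), about 0.3 for Il16 (here -0.21), about 0.2 for Tlr3 (here -0.12) and about 0.2 for Tlr4 (here -0.20), in the same panel.

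In Fig. 7G, read from its colours, the paper's log2 fold changes against Control in Rh2-20 mg/kg + Dox were about 1.3 for Timp1 (here 0.59), about 1.2 for Timp2 (here 0.48), about 0.8 for Mmp2 (here 0.36), about 0.8 for Mmp8 (here 3.08) and about -0.9 for Mmp13 (here -0.23). They were about 0.6 for Mmp14 (here 0.20), about 0.6 for Mmp23 (here 0.058), about 0.5 for Mmp28 (here 0.059), about 0.3 for Mmp12 (here -0.76) and about 0.1 for Mmp15 (here -0.43), in the same panel. In Fig. 7G, read from its colours, the paper's log2 fold changes against Control in Rh2-30 mg/kg + Dox were about 0 for Timp1 (here -0.63) and about -1.5 for Mmp16 (here -0.66). In Fig. 7G, read from its colours, the paper's log2 fold changes against Control in Dox were about 0.8 for Mmp2 (here 0.23), about 3.1 for Mmp8 (here 0.51), about 1.9 for Mmp9 (here 0.79), about 0.6 for Mmp14 (here 0.068), about -0.9 for Mmp16 (here -0.34), about 1.5 for Mmp19 (here 0.77), about 0.8 for Mmp23 (here 0.32) and about 2.4 for Mmp27 (here 1.01). The Mmp8 value read for Dox is near that of the Rh2-20 mg/kg + Dox library, 3.08. Whether the labels of the panel and of the libraries match for this gene was not settled.

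With the FPKM values plus 0.1, the value no longer differed by this rule for Tnf in Rh2-20 mg/kg + Dox (-1.07), Tlr6 in Dox (0.43), Mmp14 in Rh2-20 mg/kg + Dox (0.26), Mmp16 in Rh2-30 mg/kg + Dox (-1.16) and Mmp16 in Dox (-0.72). With the FPKM values plus 1, the value no longer differed by this rule for Tlr13 in Rh2-20 mg/kg + Dox (0.40), Tlr6 in Dox (0.29), Mmp8 in Rh2-20 mg/kg + Dox (0.82) and Timp1 in Rh2-30 mg/kg + Dox (-0.38). None of the other gaps was closed by an alternative set before the data were examined, and DESeq2's size factors and a prior count of 2 closed none.

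The numbers of DEGs differed from the paper's by less than 1.5 times. With a biological coefficient of variation of 0.1 together with genes counted above 0 in every library, a setting chosen after seeing the values, the union was 3357, the overlap of the 3 Dox comparisons 294, and 1866 and 1491 genes of the union were higher and lower in Dox than in Control, which are the paper's values.

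Some statements of direction in the paper differ from the values of the deposited libraries. This holds if the paper's levels are from RNA-seq and its group labels match those of the libraries. The paper has Tlr8, Tlr11 and Tlr13 raised by Dox, and the log2 fold changes were -0.39, -0.59 and -0.32. It has both Rh2 doses lower the raised receptors, and in Rh2-20 mg/kg + Dox the log2 ratios to Dox of Tlr6, Tlr7, Tlr8 and Tlr13 were 0.14, 0.74, 0.86 and 0.95. It has Tlr1 and Tlr5 raised in Rh2-20 mg/kg + Dox only. Against Control, Tlr1 was at 0.24 in Dox (interval with the dispersion -0.46 to 0.94). Tlr5 was at 0.21 in Dox and 0.20 in Rh2-30 mg/kg + Dox. Rh2-30 mg/kg without Dox had 0.65 for Tlr1 and 1.44 for Tlr5, but may lie outside the groups that the paper's statement compares. Set against Dox, the log2 ratio of Tlr5 was 0.58 in Rh2-20 mg/kg + Dox and -0.01 in Rh2-30 mg/kg + Dox. These values go with the paper's statement, and those of Tlr1, -0.05 and -1.01, do not. The paper has Tnf, Il6 and Il1b raised by Dox, and their log2 fold changes were -1.23, -1.73 and -0.08. It has Il18 lowered by both Rh2 doses, and the log2 ratio to Dox in Rh2-20 mg/kg + Dox was 0.32. Il1a, in the same statement, was 0.05. It has Mmp8 lowered by Rh2 at 20 mg/kg, and the log2 ratio to Dox was 2.57. It has Timp3 as the inhibitor raised at 30 mg/kg, and Timp4 had a log2 ratio to Dox of 1.61. It has each metalloproteinase but Mmp8 lowered there, and Mmp27 was at 0.11. It has Timp3 raised at 20 mg/kg, and the log2 ratio to Dox was -0.03, or 0.02 with the FPKM values plus 1. It has Mmp13 and Mmp16 lowered in the Rh2 and Dox groups, in a wording that can also mean the combined groups. Mmp16 was at 0.27 in Rh2-30 mg/kg, or -0.12 with the FPKM values plus 1. Mmp13 was at -0.01 in Dox, no change rather than the other direction, and at -0.62 in Rh2-30 mg/kg + Dox. The paper calls Toll-like receptors strongly activated by Dox, and their list had a median of 0.05.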

Other observations

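In this part, the tests on macrophages, type I interferon targets, atrial or fat tissue in the G2/M and interferon patterns, single animals and neutrophils were chosen only after the result was seen, and those on macrophages and on atrial or fat tissue replaced first versions that had come out the same way.

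The genes of the G2/M phase were lower in the 3 libraries with Dox. For the whole comparison, 1 of 10 splits of the 6 libraries, the real one, gave as many as 5 genes past the adjusted p-value, and the other splits gave at most 1. For the G2/M list, 1 of 10 splits, the real one, gave a camera p-value as small as 3.16e-47, and the smallest of the others was 1.13e-12. Chance cannot be told apart by these counts, as 10 splits allow no share under 0.1. With the mean of the white fat genes as a term, the median log2 effect of Dox on the list was -0.96, and with that of the atrial genes -1.2, both outside the 95% range of random lists (from -0.10 and -0.12), which argues against atrial or fat tissue as the cause. After a loess correction for GC content the median in Dox was -0.56, and after one for transcript length -0.59, and random lists reached -0.10 in each, which argues against either trend as the whole cause. The 27 list genes with more counts, with a lowest mean of 350 counts, had a median of -0.30 in Dox, where random lists reached -0.14, which argues against low counts as the cause. Fewer macrophages as the cause would lower macrophage genes as far, and 4 of 19 fell as far as the list's median in Rh2-20 mg/kg + Dox, 2 in Rh2-30 mg/kg + Dox and 0 in Dox. A lower share of dividing cells with Dox is a hypothesis that these values leave open, and its cell type was not tested.

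Genes that respond to interferon gamma were higher in the Dox library. A list of 22 targets of interferon gamma outside the interferon response list had a median log2 fold change of 0.76 in Dox, with 21 genes higher, above all random lists, and of -0.23 in Rh2-20 mg/kg, -0.14 in Rh2-30 mg/kg, -0.05 in Rh2-20 mg/kg + Dox and -0.05 in Rh2-30 mg/kg + Dox. All 22 were above 3 counts in Control, with H2-D1 the most abundant at 39350. The 15 type I interferon targets had a median of -0.25 in Dox, with 4 higher, which argues against a general interferon response as far as these genes show it. They were chosen from the interferon response list after the result was seen. They leave out Rsad2 and Oas1a of that list, and Rsad2 had 5605 counts in Dox and 2349 in Control. The other 3 libraries with more atrial transcripts than Control had a median of at most -0.051 for the interferon gamma targets, which argues against atrial tissue as the cause, and white fat genes were raised in the same libraries. After a loess correction for GC content the median in Dox was 0.72, and random lists reached 0.10. Interferon gamma signalling in the hearts of the Dox group is a hypothesis in line with the 0.76, and Ifng itself was at 0 counts in each library. An effect in one mouse of the pool cannot be told apart from an effect of Dox, as there was 1 library of Dox without Rh2.

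Mmp8 was higher in Rh2-20 mg/kg + Dox than in Dox. Of the 13 neutrophil genes, 8 had more than 3 counts in Control, and S100a9 was the most abundant there, with 204 counts, 173 in Dox and 810 in Rh2-20 mg/kg + Dox. The other 7 neutrophil genes tested had a median log2 ratio of Rh2-20 mg/kg + Dox to Dox of 1.49, with 7 of 7 higher, and random lists reached 0.43. The list also holds Mmp9, of the metalloproteinases, and Cxcr2, of the chemokines. More neutrophils in the hearts of that pool is a candidate explanation for the 1.49, and whether Rh2 with Dox draws them in stays open, as untested. In Rh2-30 mg/kg + Dox, Mmp8 was also above Dox, with a log2 ratio of 1.93. The whole neutrophil list had a median of 0.27 against Dox there, with 5 of 9 genes higher, and random lists reached 0.31. The candidate is therefore offered for Rh2-20 mg/kg + Dox only. Against Control, the whole list had medians of 1.13 in Rh2-20 mg/kg, 0.44 in Rh2-30 mg/kg, 2.07 in Rh2-20 mg/kg + Dox, 1.07 in Rh2-30 mg/kg + Dox and 0.51 in Dox.

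Of the lists on other processes, the macrophage list had a median log2 fold change of -0.41 over the 3 libraries with Dox against the 3 without (adjusted p = 8.41e-05 from camera), with 18 of 19 genes lower. No macrophage gene passed adjusted over the list alone or over all genes tested, and 1 had an unadjusted p-value under 0.05. Without Rh2-30 mg/kg + Dox the list did not pass (0.0633), in a range of 2.25e-09 to 0.0633 over the fits that each left out 1 library. The fibrosis list had a median of -0.41 (adjusted p = 8.69e-05 from camera), with 18 of 21 genes lower. No fibrosis gene passed either adjustment, and 7 had an unadjusted p-value under 0.05. Without Rh2-30 mg/kg (0.0669) or Rh2-30 mg/kg + Dox (0.174) that list did not pass, in a range down to 4.65e-07. The p53 target list did not pass (median 0.09, adjusted p = 0.123 from camera), with 9 of 27 genes lower and 2 genes past an adjusted p-value of 0.05 over the list alone, 0 over all genes tested and 6 at an unadjusted p-value under 0.05. It passed without Dox (0.0279), in a range up to 0.464. Against Control, the fibrosis list had medians of -0.07 in Rh2-20 mg/kg (0.00 with the FPKM values plus 1), 0.53 in Rh2-30 mg/kg, -0.10 in Rh2-20 mg/kg + Dox, -0.69 in Rh2-30 mg/kg + Dox and -0.07 in Dox, and the macrophage list of 0.28 in Rh2-20 mg/kg, 0.65 in Rh2-30 mg/kg, 0.25 in Rh2-20 mg/kg + Dox, -0.57 in Rh2-30 mg/kg + Dox and 0.07 in Dox. For the p53 targets they were 0.04 in Rh2-20 mg/kg, 0.12 in Rh2-30 mg/kg, 0.21 in Rh2-20 mg/kg + Dox, 0.18 in Rh2-30 mg/kg + Dox and 0.08 in Dox.

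Among further lists, the 12 heart genes had medians against Control of -0.11 in Rh2-20 mg/kg, -0.30 in Rh2-30 mg/kg, -0.12 in Rh2-20 mg/kg + Dox, 0.18 in Rh2-30 mg/kg + Dox and -0.02 in Dox. The 4 Timps had medians of 0.29 in Rh2-20 mg/kg, 0.83 in Rh2-30 mg/kg, 0.53 in Rh2-20 mg/kg + Dox, 0.36 in Rh2-30 mg/kg + Dox and 0.41 in Dox. The 3 senescence genes had medians of 0.79 in Rh2-20 mg/kg, -0.03 in Rh2-30 mg/kg, 0.14 in Rh2-20 mg/kg + Dox, -0.22 in Rh2-30 mg/kg + Dox and 0.66 in Dox. Cdkn2a had 19 counts in Control, 11 in Dox, 9 in Rh2-30 mg/kg + Dox and 0 in Rh2-20 mg/kg + Dox. The 4 genes of the Y chromosome were listed at 0 in each library, and Xist had 2852 to 4579 counts.

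Other tissues were looked for with lists of marker genes. The 11 tested genes of skeletal muscle, with 11 of 13 above 3 counts in Control and Acta1 the most abundant at 42807, had medians of -0.08 in Rh2-20 mg/kg, -0.26 in Rh2-30 mg/kg, -0.20 in Rh2-20 mg/kg + Dox, 0.00 in Rh2-30 mg/kg + Dox and -0.08 in Dox. The 9 B cell genes, each above 3 counts in Control with Ighm at 1017, had medians of 0.01 in Rh2-20 mg/kg, 1.19 in Rh2-30 mg/kg, -0.62 in Rh2-20 mg/kg + Dox, -1.17 in Rh2-30 mg/kg + Dox and -0.39 in Dox. The 8 mesothelium genes, each above 3 counts in Control with Wt1 at 1873, had medians of -1.77 in Rh2-20 mg/kg, 1.03 in Rh2-30 mg/kg, -0.12 in Rh2-20 mg/kg + Dox, -1.49 in Rh2-30 mg/kg + Dox and -0.45 in Dox. For lung, 2 of 8 genes were tested and 2 were above 3 counts in Control, with Scgb1a1 at 77, and the medians were -1.88 in Rh2-20 mg/kg, 1.73 in Rh2-30 mg/kg, -0.35 in Rh2-20 mg/kg + Dox, -1.47 in Rh2-30 mg/kg + Dox and 0.05 in Dox. For liver, 2 of 8 were tested and 4 were above 3 counts in Control, with Serpina1a at 84, and the medians were -2.22 in Rh2-20 mg/kg (-0.92 with a gene at the limit set to its bound), -0.53 in Rh2-30 mg/kg, 0.11 in Rh2-20 mg/kg + Dox, 0.49 in Rh2-30 mg/kg + Dox and -0.32 in Dox. For epidermis, 2 of 8 were tested and 2 were above 3 counts in Control, with Krt10 at 41, and the medians with the gene at the limit set to its bound were 0.04 in Rh2-20 mg/kg, 2.41 in Rh2-30 mg/kg, 0.02 in Rh2-20 mg/kg + Dox, -0.13 in Rh2-30 mg/kg + Dox and 0.10 in Dox. No explanation was tested for these values.

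The RNA of the 19 proteins that the paper measures in heart had medians against Control of 0.12 in Rh2-20 mg/kg, 0.07 in Rh2-30 mg/kg, -0.08 in Rh2-20 mg/kg + Dox, -0.21 in Rh2-30 mg/kg + Dox and -0.13 in Dox. In Dox, Rh2-20 mg/kg + Dox and Rh2-30 mg/kg + Dox, in this order, the log2 fold change was -0.34, -0.11 and -1.17 for Col1a1, -0.12, -0.35 and -0.92 for Acta2, -0.44, 0.25 and -0.41 for Mrc1 and -0.31, -0.30 and -0.67 for Trp53.

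The log2 fold changes of 18 genes, read from the colours of each of Fig. 6B and Fig. 7G by matching pixels to the colour scale, were compared with each treated library. The median absolute difference between the Rh2-20 mg/kg + Dox row of Fig. 6B and the Rh2-20 mg/kg + Dox library was 0.51, and it was smallest, 0.18, for the Rh2-30 mg/kg library. The Dox row was 0.48 from the Dox library and 0.36 from Rh2-30 mg/kg, and the Rh2-30 mg/kg + Dox row was nearest to its own library, at 0.16. In Fig. 7G the Rh2-20 mg/kg + Dox row was 0.42 from its own library and 0.19 from Rh2-30 mg/kg, whereas the Dox and Rh2-30 mg/kg + Dox rows were nearest to their own libraries, at 0.27 and 0.04.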
